# Plant growth in *Arabidopsis* is assisted by compost soil-derived microbial communities

**DOI:** 10.3389/fpls.2013.00235

**Published:** 2013-07-04

**Authors:** Lilia C. Carvalhais, Frederico Muzzi, Chin-Hong Tan, Jin Hsien-Choo, Peer M. Schenk

**Keywords:** *Arabidopsis*, gene expression, iron deficiency, plant growth promotion, plant-microbe interactions, soil microbial communities

## Abstract

Plants in natural and agricultural environments are continuously exposed to a plethora of diverse microorganisms resulting in microbial colonization of roots and the rhizosphere. This process is believed to be accompanied by an intricate network of ongoing simultaneous interactions. In this study, we examined *Arabidopsis thaliana* roots and shoots in the presence or absence of whole microbial communities extracted from compost soil. The results show a clear growth promoting effect on *Arabidopsis* shoots in the presence of soil microbes compared to plants grown in microbe-free soil under otherwise identical conditions. Element analyses showed that iron uptake was facilitated by these mixed microbial communities which also led to transcriptional downregulation of genes required for iron transport. In addition, soil microbial communities suppressed the expression of marker genes involved in nitrogen uptake, oxidative stress/redox signaling, and salicylic acid (SA)-mediated plant defense while upregulating jasmonate (JA) signaling, cell wall organization/biosynthesis and photosynthesis. Multi-species analyses such as simultaneous transcriptional profiling of plants and their interacting microorganisms (metatranscriptomics) coupled to metagenomics may further increase our understanding of the intricate networks underlying plant-microbe interactions.

## Introduction

Microbes and plants can establish a multitude of interactions with one another. From an agronomic perspective, soil microorganisms can exert beneficial or detrimental effects on plant growth and productivity. Many beneficial microbes were extensively studied. The classical examples are mycorrhizal fungi and rhizobia. Mycorrhizae associate with roots and provide phosphate, nitrogen (N) and water at the expense of photosynthates (Parniske, 2008; Feddermann et al., 2010; Garg and Chandel, 2010). Rhizobia fix N in exchange of carbon (C) sources especially in leguminous plant species (Raposeiras et al., 2006; Franche et al., 2009; Masson-Boivin et al., 2009). Other interactions involve root and rhizosphere-colonizing fungi and bacteria that are typically attracted by root exudates (Dennis et al., 2010; Carvalhais et al., 2011) and exert beneficial effects on plants by a number of mechanisms. These microbes are known as plant growth promoting microorganisms (PGPM) and they typically promote plant growth and/or improve health by a variety of mechanisms, including phosphate solubilization (Richardson et al., 2009), IAA production (Spaepen and Vanderleyden, 2011), siderophore biosynthesis (Dey et al., 2004), antibiotics production (Chen et al., 2009; Scholz et al., 2011), ACC deaminase activity (Glick et al., 2007; Siddikee et al., 2010), and can increase photosynthetic efficiency (Zhang et al., 2008) and induce systemic resistance (Wang et al., 2009; Phi et al., 2010; Zamioudis and Pieterse, 2012) in plants.

The effects of individual beneficial microbial isolates on plant growth and health have been widely reported (Scotti et al., 2007; Burkett-Cadena et al., 2008; Gulati et al., 2010; Hayat et al., 2010; Niu et al., 2011). The best documented bacterial genera of PGPM are *Pseudomonas* spp. (Jan et al., 2011; Yang et al., 2011) and *Bacillus* spp. (Idris et al., 2007; Fan et al., 2012; Perez-Garcia et al., 2011). Inoculation of mixtures of different strains has been also applied in attempts to produce synergistic results (Ryu et al., 2007; Zachow et al., 2010; Gupta et al., 2011). Plant gene expression during such interactions has also been evaluated in several instances. For example, transcriptome analyses of *Arabidopsis* plants colonized by the endophytic plant growth promoting rhizobacteria (PGPR) *Pseudomonas fluorescens* FPT9601-T5 (Wang et al., 2005), *Pseudomonas thivervalensis* (strain MLG45) (Cartieaux et al., 2003) as well as *Bradyrhizobium* sp. strain ORS278 and the pathogen *Pseudomonas syringae* pv. *tomato* DC3000 (Cartieaux et al., 2008) were performed. In another instance, gene expression profiles of cotton plants treated with the PGPR *Bacillus subtilis* UFLA285 were evaluated (Medeiros et al., 2011).

Pathogen/microbial associated molecular patterns (PAMPs or MAMPS) are invariant microbial epitopes that are recognized by plants. Cell surface elements including components of fungal cell wall (glucan, chitosan), lipopolysaccharides and peptidoglycanes, as well as flagellins are PAMPs/MAMPs that are recognized by receptors on the root cell surface and trigger a basal immune response, also known as PAMP-triggered immunity (PTI) (Jones and Dangl, 2006; Millet et al., 2010; Torres, 2010). It has been shown that early responses to infection by symbiotic organisms or pathogenic microbes are rather similar. Plants produce reactive oxygen species (ROS) in early stages of symbiosis with bacteria and fungi, and this is believed to be reminiscent of the oxidative burst generally triggered by pathogens (Torres, 2010). A defense response is initially produced, but then interrupted at a later stage (Zamioudis and Pieterse, 2012). Microbial molecules released extracellularly, such as siderophores (Meziane et al., 2005; Ran et al., 2005), antibiotics (Weller et al., 2002; Ongena et al., 2007), N-alkylated benzylamine (Ongena et al., 2005), N-acyl-l-homoserine lactone (Schuhegger et al., 2006), and volatiles (Ryu et al., 2004) have also been reported to elicit resistance. A body of evidence indicates that these systemic responses induced by beneficial rhizobacteria are typically mediated by JA as well as ethylene and can lead to induced systemic resistance (ISR) (Van Wees et al., 2008; Van der Ent et al., 2009; Niu et al., 2011). These induced systemic responses confer an enhanced defensive capacity on plants to subsequent pathogen infections and is also known as “priming.” JA also modulates responses against necrotrophic pathogens, which feed on dead tissues (Thomma et al., 2000) and JA limits the production of ROS in plants, contributing to resistance against necrotrophs (Ton et al., 2002; Pieterse et al., 2009). Alternatively, biotrophic pathogens that feed on living tissues induce salicylic acid (SA)-mediated responses when recognized, typically leading to a hypersensitive response, characterized by the production of ROS (Jones and Dangl, 2006; Pieterse et al., 2009). In most natural and agricultural environments, however, an intricate network of interactions between plants and their associated microbes takes place simultaneously and often successful pathogens hijack a defense pathway that worsens the infection or are falsely recognized as beneficial (Grant et al., 2013).

A number of studies have comprehensively characterized the root microbiome (Mendes et al., 2011; Bulgarelli et al., 2012; Lundberg et al., 2012). However, to our knowledge, there is currently no information available on transcriptional profiles of roots and shoots affected by whole microbial communities. In this study, we investigated transcriptional responses in roots and shoots of *Arabidopsis thaliana* ecotype Col-0 cultivated in sterile soil or soil inoculated with whole microbial communities extracted from compost soil. The results demonstrate that the combined effect of mixed microbial soil communities provides clear benefits to *Arabidopsis* nutrition and growth.

## Materials and methods

### Plant cultivation

Seeds of *A. thaliana* ecotype Col-0 were surface-sterilized using the vapour-phase sterilization method. Briefly, seeds were exposed to chlorine fumes in a desiccator jar for 4 h. Chlorine fumes were generated by adding concentrated hydrochloric acid to commercial bleach (minimum 10.5% available chlorine) up to a final concentration of 1%. Seeds were then placed onto half-strength Murashige and Skoog (MS) medium (pH 5.7) containing 0.8% agarose and incubated at 4°C in the dark for 72 h to break the dormancy. Plates with seeds were then transferred to a tissue culture room with a photoperiod of 16 h of light/8 h darkness and light intensity of 60–100 μmol m^2^ s^−1^ at 22°C for 14 days. Five seedlings each were then transplanted into 7.5 cm-diameter clear transparent tissue culture jars which contained 50 g of a 1:1 mixture of University of California mix and commercial compost soil (Greenfingers B2 potting mix, Nerang, Australia) that had undergone one of the soil treatments described below on the same day. This soil blend provided optimized water drainage for cultivation of *Arabidopsis* plants in tissue culture jars. Before planting, jars were filled with soil and γ-irradiated by using a ^60^Co source at a dose of 25 (KiloGray) kGy and a rate of 20 kGy/h. Sterile soils were tested for microbial contamination by incubating soil samples in Luria-Bertani and Potato Dextrose broth for 7 days at 30°C.

Treatments consisted of three biological replicates containing 10 jars each (50 plants per replicate). Four treatments were applied to sterile soil: (1) addition of non-sterile compost soil extract, which constituted a source of soil microbial communities, (2) filter-sterilized compost soil extract, (3) a sterile solution of Na-Fe-EDTA (13 μM) and (4) and sterile water. The compost soil extract was prepared by adding compost soil to sterile water up to a final concentration of 3.3% (w/v). After stirring, large particles were removed by filtering through Whatman grade 1 filter paper (11 μm). For the control, microbes were removed by passing this extract through a 0.22 μm filter. Each of the five seedlings in the tissue culture jars received 1.2 mL of the corresponding treatment solution. An additional experiment was carried out to compare autoclavation and γ-irradiation as soil sterilization methods. Soils were autoclaved twice at 121°C for 30 min and tested for microbial contamination as described above. This experiment also comprised three biological replicates per treatment with 50 plants per replicate (200 plants in total).

The use of compost soil extract as the inoculum allowed the addition of both culturable and unculturable soil microbes, as it is widely known that the vast majority of soil microbes cannot be cultivated in standard culture media (Kellenberger, 2001). A preliminary analysis on culturable bacteria from this compost soil showed that the majority came from the genera *Pseudomonas*, *Burkholderia*, *Pusillimonas*, and *Achromotobacter*. To also account for unculturable microbes, we performed 16 S rRNA gene amplicon pyrosequencing analysis using DNA extracted from a soil sample that has been inoculated with non-filtered compost soil extract (Carvalhais et al., unpublished results). This analysis targets both culturable and unculturable bacterial and archaea populations and a considerably high Operational Taxonomic Unit richness was found (~500).

### Plant harvest, total RNA extraction and cDNA synthesis

Four weeks after germination (including 2 weeks of soil treatments), plants were evaluated for phenotypic differences before harvesting. Soil was removed by washing and blotting on a tissue paper before fresh weights of roots and shoots were quickly measured, snap-frozen in liquid N, and stored at −80°C. Total RNA from roots and shoots was extracted independently with the SV Total RNA Isolation System (Promega, Madison, WI, USA) using 70 mg of ground tissue pooled from 50 plants per replicate as a representative sample. RNA concentrations were measured using a NanoDrop ND-1000 UV-Vis Spectrophotometer (Nanodrop Technologies, Rockland, DE). A total of 272 ng of RNA was used for cDNA synthesis using the SuperScript III reverse transcriptase for quantitative reverse transcriptase PCR (Invitrogen, Carlsbad, CA, US) following the manufacturer's instructions.

### Real-time quantitative reverse transcriptase PCR

Primers used in qRT-PCR were designed using the Primer Express software (Applied Biosystems, Foster City, CA, USA; Table S1). Each reaction was performed in a final volume of 10 μL, and contained 2 μL of cDNA, 1 μL of each primer (1 μM), 5 μL of SYBR Green using the 7900 HT Fast Real-time PCR system (Applied Biosystems, Foster City, CA, USA). Relative expression (*n*-fold) of the normalized target gene in both treatments was determined as proposed by Pfaffl (2001). *Arabidopsis* transcript levels in shoots and roots were normalized to the expression of a mixture of three genes encoding β *-ACTIN2*, *ACTIN7*, and *ACTIN8* (Schenk et al., 2005). Thermal cycling conditions consisted of 10 min at 95°C and 45 cycles of 15 s at 95°C and 1 min at 60°C prior to 2 min at 25°C.

### cDNA microarray analysis

Total RNA for microarray hybridizations was isolated from shoots and roots from an independent experiment with three biological replicates (50 plants each) as detailed above using γ-sterilized soil. Plant growth conditions were the same as the ones used for qRT-PCR. Three microarrays were used for the three replicate shoot samples and one microarray was used for a preliminary study on roots using combined RNA samples from three replicate root samples to obtain sufficient RNA. Total RNA was reverse-transcribed into cDNA and labeled with either Cy3 or Cy5 fluorescent dyes, mixed and used for subsequent hybridization onto 4 × 44K Agilent *Arabidopsis* GeneChip arrays (Agilent Technologies, Santa Clara, CA, USA). Labeling and hybridization of cDNA, including scanning of the chips were performed by the Australian Genome Research Facility (AGRF, Victoria, Australia). Signal intensities for each feature were extracted from scanned microarray images using Agilent Feature Extraction version 10.5.1.1 software (Agilent Technologies). Extracted data were analyzed using Integromics Biomarker Discovery (Integromics, Granada, Spain) and then normalized within arrays with the Loess algorithm and between arrays using the quantile method (Bolstad et al., 2003). Microarray data sets were deposited at Gene Expression Omnibus (accession GSE44984).

Significantly differentially expressed genes were selected based on the following criteria. Firstly, genes with signals that had high signal intensities, as well as higher than background signals based on the Agilent Feature Extraction in both Cy3 and Cy5 channels were selected. Secondly, genes with *P*-values lower than 0.05 using a parametric based test (Welch *t*-test) were considered statistically significant. Finally, genes that presented a signal difference of equal or greater than 1.5 fold-change in shoots and equal or greater than 2.5 fold-change in roots between the treatments (non-sterile vs. sterile) were considered as significant. A statistical analysis for overrepresentation of Gene Ontology (GO) terms in differentially expressed genes in shoots and roots in the presence of microbes was carried out for a simplified overview of affected functions. Gene IDs significantly associated with specific GO-terms (*P* < 0.05) were downloaded from the GO browser AmiGO (http://amigo.geneontology.org). Statistically significant microarray data was generally consistent with qRT-PCR data. However, differences were observed for three genes (*CAT3*, *AT2G43150* and *NIA1*). Out of these, *NIA1* was independently shown to be downregulated in the presence of microbes by qRT-PCR. 

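*CAT3* (AT1G20620, chromosome 1) is represented by 9 probes. In roots, the probe on the paper's list had a log2 ratio of 1.43, and the 7 other probes well above background ranged from 1.04 to 1.69. In shoots, the listed probe had a log2 ratio of 1.07 ± 0.40 (SD, n = 3 arrays; limma adjusted p = 0.127) and was upregulated on 3 of 3 arrays, and the other probes ranged from 0.74 to 1.46. *AT2G43150* (chromosome 2) had a log2 ratio of 1.35 in roots, and its 3 other probes ranged from 0.19 to 1.27. Its shoot value of 0.15 ± 0.44 (SD, n = 3; limma adjusted p = 0.702) lay within the spread between replicates and was -0.015 without replicate 1. *NIA1* (AT1G77760, chromosome 1) was upregulated 4.74-fold on the root array, a log2 ratio of 2.24, and the authors' deposited M value of the same probe is 1.82. In shoots, *NIA1* ranged from -0.79 in replicate 1 to 1.76 in replicate 2 (mean 0.42, limma adjusted p = 0.648), and its mean was -0.25 without replicate 2.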

Differences observed between microarray data and qRT-PCR may be caused by cross-hybridization, impurities in hybridization buffers causing deposition of dust on some spots and the fact that qRT-PCR and microarray data are derived from independent experiments where microbial communities may have slightly differed (although great care was taken to ensure that conditions were kept consistent).

### Plant tissue and rhizosphere soil element analysis

From each treatment, 28-day-old plants were harvested by careful uprooting and washing in water before blotting on tissue paper and drying at 70°C for 2 days. Three biological replicates containing 20 plants each were collected per treatment. Dried whole plant tissues were then ground to a fine powder and 200 mg of dry weight per replicate were used for subsequent analyses. Elemental analysis was carried out by inductively coupled plasma (ICP) atomic absorption with a Varian Vista Pro ICP Optical Emission Spectrometer (OES). Samples were digested in nitric/perchloric acid at a ratio of 5:1. The above procedure was repeated for corresponding rhizosphere soil that was collected by shaking the associated soil off carefully uprooted plants (Figure S1). Soil was then sieved through a 2 mm sieve to remove root residues (if any) before performing acid digestion. Total C and N concentration for plant tissues were separately determined by combustion using an automated dry combustion instrument LECO CNS 2000 (LECO, St. Joseph, MI, USA) at 1100°C. In addition, soil samples were analyzed using the DTPA (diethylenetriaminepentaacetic acid)-extraction method (Lindsay and Norvell, 1978) to determine bioavailable copper, iron, zinc, and manganese.

## Results

### Whole soil microbial communities promote arabidopsis shoot growth

To investigate the effects of whole soil microbial communities on *Arabidopsis* growth, plants were cultivated for 2 weeks in either sterile soil (also here referred to as “microbe-free soil”), or non-sterile soil (soil-containing microbes). For ideal comparisons, all soil was initially sterilized by γ-irradiation. These were then either inoculated with microbial extract from compost soil (non-sterile soil) or filter-sterilized extract from compost soil (microbe-free control). The addition of sterile soil extract was considered necessary to rule out any differences caused by the transfer of nutrients. In addition, the effect of the soil sterilization method used was evaluated by comparing plants grown in γ-irradiated as well as in autoclaved soils. Irrespective of the soil sterilization method used, plants cultivated in the presence of microbes displayed more vigorous growth than plants grown under sterile conditions. These plants had approximately twice the shoot weight (*P* < 0.05) and visibly larger leaf areas, while root biomass was not markedly different between treatments (*P* > 0.05; Figures 1A,B). Leaves of plants grown in sterile soil were also smaller, more poorly developed and fragile with signs of leaf curling, elongated leaf axes and crispy, brittle, but not dry, leaf structure (Figures 1, S1). Plants grown in sterile soil also often displayed a poorly developed caudal stem with developing inflorescences, while plants grown in the presence of microbes showed no signs of early flowering. Cotyledons of *Arabidopsis* plants in the absence of soil microbes were frequently yellow or dead (Figure S1), suggesting signs of early senescence in these plants. The above phenotypic differences were confirmed by independent additional experiments with three biological replicates (50 plants each) using autoclaved soil.

**Figure 1:**
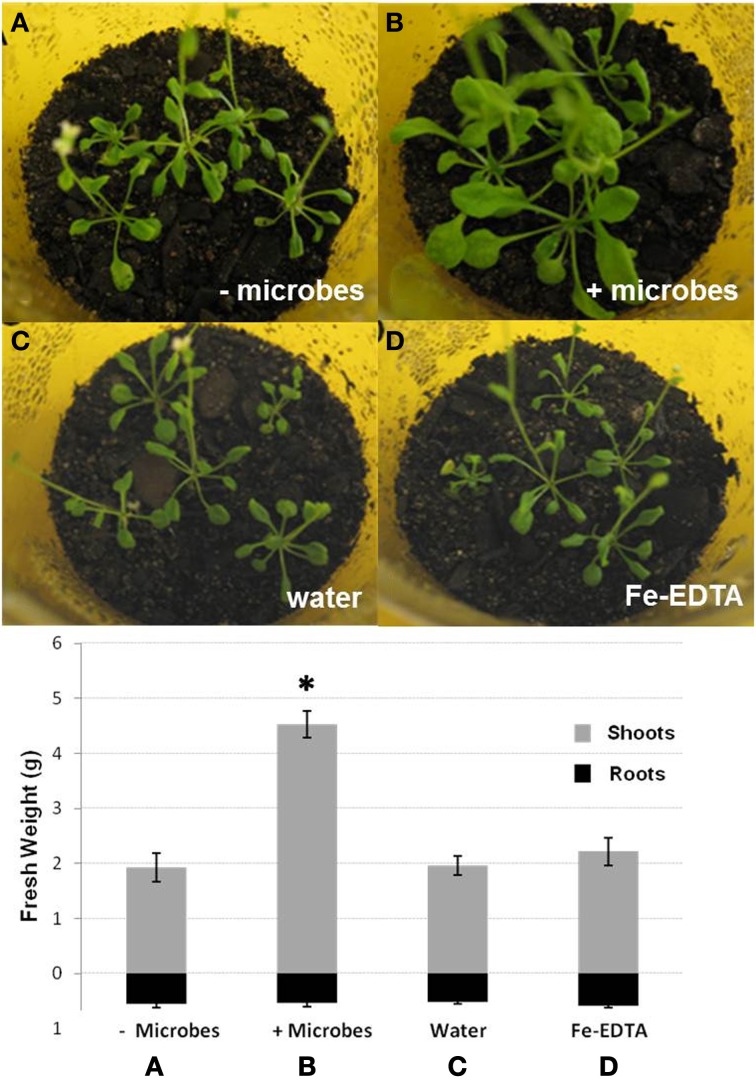
**Photographs of shoots and fresh weights of shoots and roots of *Arabidopsis* plants grown in sterile soil that was inoculated either with filter-sterilized soil extract (A; − microbes), non-sterile soil extract (B; + microbes), water (C) or Fe-EDTA (D)**. Bars represent mean values ±SE from three biological replicates (50 pooled plants/replicate). The asterisk indicates a statistically significant difference (*P* < 0.05).

### Changes in nutritional status induced by microbes

A multi-element analysis of plant tissues was performed to investigate whether the enhanced growth in non-sterile soils resulted from a higher availability/acquisition of nutrients provided by microbes. No significant difference in carbon-nitrogen (C/N) ratio was observed in tissues from plants cultivated in sterile compared with non-sterile conditions (Figure S2). This implies that plant growth promotion was not associated with a higher N acquisition. However, a two-fold increase in Fe and Mn concentrations was found in plant tissues harvested from soils containing microbes compared to sterile soils (Figure 2). No significant differences in concentrations were found for other nutrients measured, such as calcium, potassium, magnesium, sodium, phosphate, sulphur, aluminium and boron (Figure 2).

**Figure 2:**
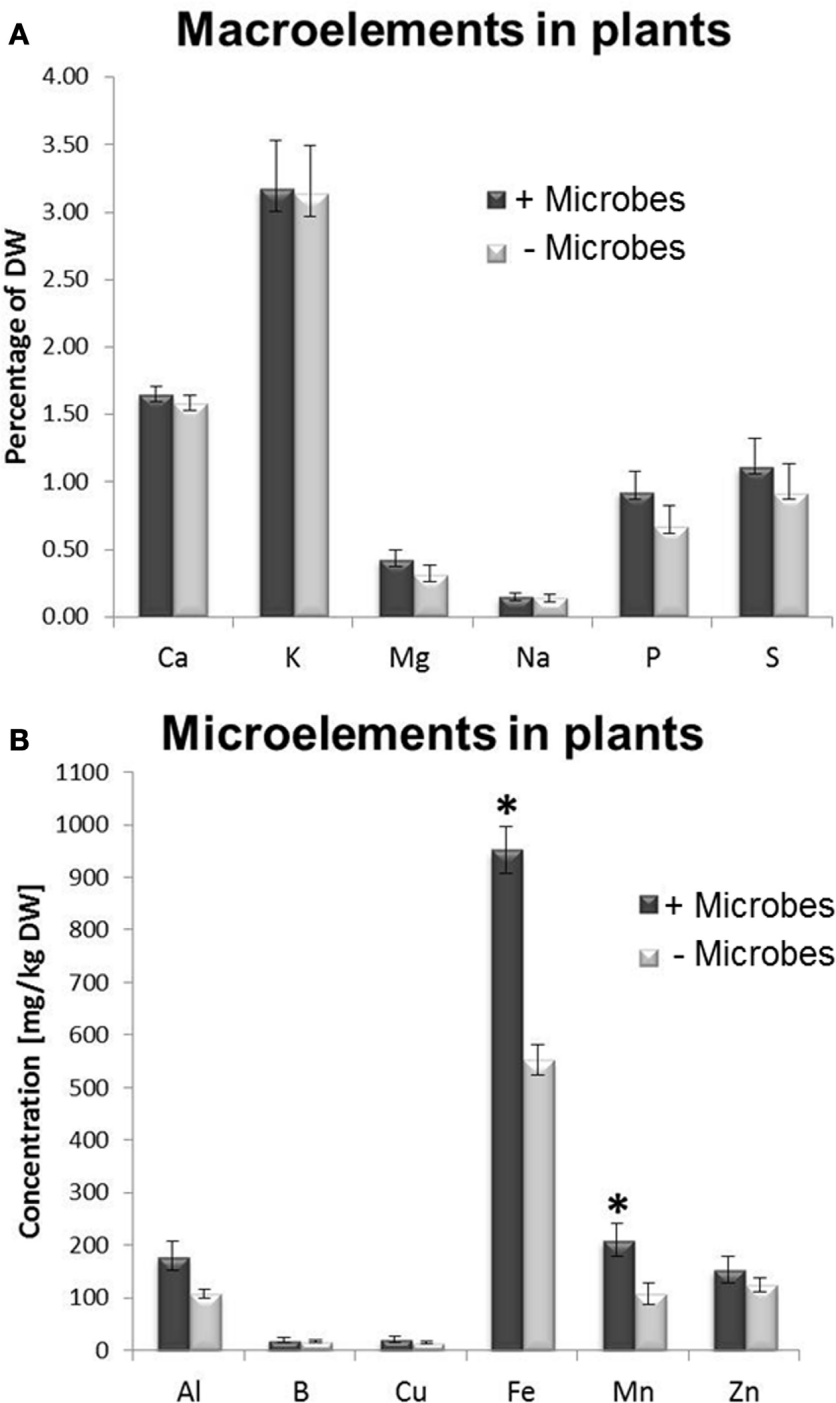
**Macro and micronutrient element analysis in *Arabidopsis* plants grown in the presence of soil microbes (non-sterile) or in microbe-free soils (sterile treatment). (A)** Macronutrients, **(B)** Micronutrients. Bars represent mean values per dry weight (DW) ± SE from three biological replicates (20 pooled plants/replicate). The asterisk indicates a statistically significant difference (*P* < 0.05).

A multi-element analysis (ICP-OES) was also carried out for bulk and rhizosphere soils to determine the nutrient status of the root-associated soil at the time of the harvest (28-day-old plants). Fe concentrations were significantly higher in non-sterile compared to sterile rhizosphere soils (Figure 3), while amounts of other elements were relatively similar and no significant differences could be observed for bulk soil distant from roots (Figure S3). A different method for micronutrient analysis (DTPA-extraction method) was also performed to measure bioavailable trace elements in rhizosphere soils. These confirmed that a higher concentration of Fe was available to plants in rhizosphere microbe-containing soils compared to microbe-free soils (Figure 4).

**Figure 3:**
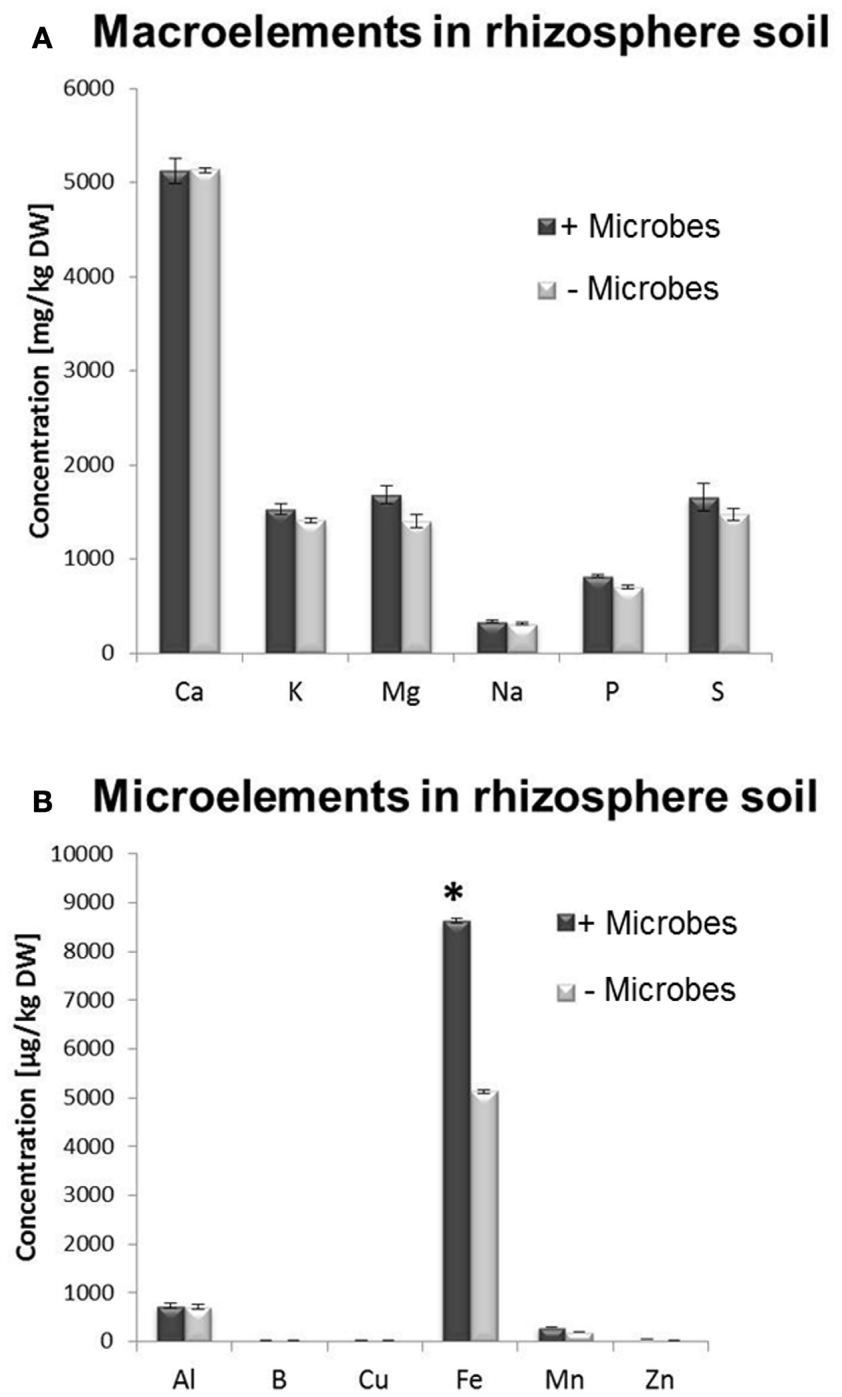
**ICP-OES analysis of total element concentration in sieved rhizosphere soil from *Arabidopsis* plants grown in the presence or absence of soil microbes. (A)** Macronutrients, **(B)** Micronutrients. Bars present mean values in mg/kg of soil dry weight (DW) ±SE from 3 independent replicates (100 g soil pooled from 10 pots/replicate). The asterisk indicates a statistically significant difference (*P* < 0.05).

**Figure 4:**
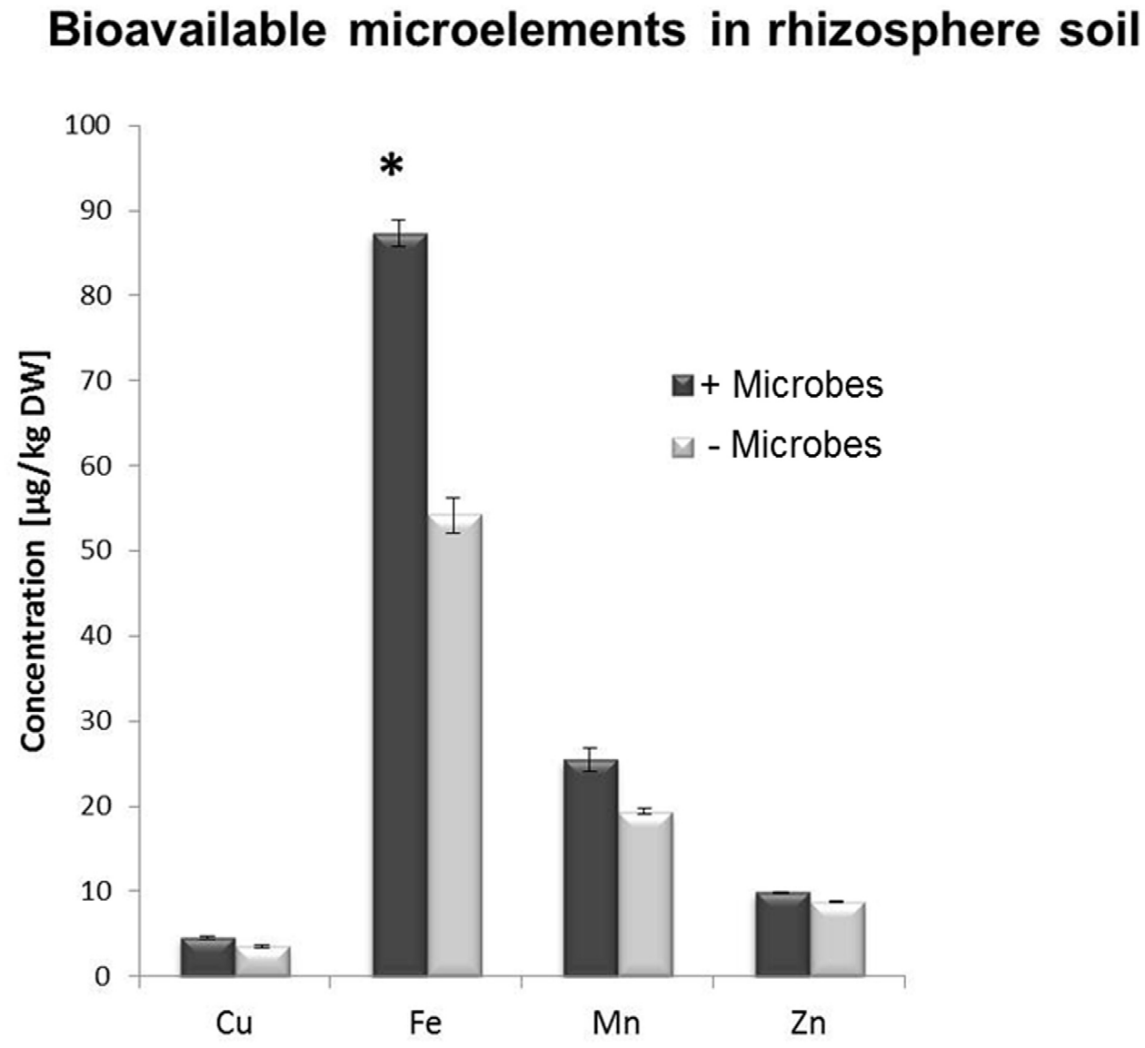
**DTPA extraction-based analysis of bioavailable trace element concentrations in rhizosphere soil from *Arabidopsis* plants grown in the presence or absence of soil microbes**. Bars present mean values in μg/kg of soil dry weight (DW) ±SE from 3 independent replicates (pooled rhizosphere soil from 50 plants/replicate). The asterisk indicates a statistically significant difference (*P* < 0.05).

Fe-EDTA was added into sterile soils to investigate whether differences in *Arabidopsis* growth in non-sterile and microbe-free soils could be attributed solely to a higher availability of Fe. Water or filter-sterilized soil extract was used as controls. No significant differences in plant growth could be observed between additions of Fe-EDTA, sterile soil extract, or water (Figures 1C,D). These results indicate that a lower availability of Fe was not the only factor causing decreased shoot growth in microbe-free soils compared to non-sterile soils.

### Gene expression analysis of *Arabidopsis* plants grown in the presence or absence of soil microbes

Gene expression profiling was conducted on selected marker genes to identify processes involved in the interactions between *Arabidopsis* roots and soil microbial communities and to better understand the observed differences between plants grown in the presence or absence of soil microbes. The selection of genes for qRT-PCR was based on putative processes identified in the results of phenotypical analyses described previously, such as increased plant growth and enhanced iron incorporation. A number of marker genes associated to iron acquisition and metal homeostasis were chosen, such as *IRT1*, *FRO2*, *OPT3, MYB72*, and At3g07720. Although no differences in C/N ratio were observed in plant tissues (Figure S2), a gene involved in N acquisition (*NIA1*) was included as N is one of the major macronutrients required in plant nutrition. Given that beneficial microbes have been reported to alleviate stress derived from biotic and abiotic sources (de Zelicourt et al., 2013), genes that are representative of several stress-related responses were also selected, including pathogen defense responses (*PR1*, *PDF1.2, LECTIN1, LECTIN2, WRKY70, WRKY25, MYC2, ERF104*), oxidative stress responses (*CAT1*, *PER50, ERF6, ZAT10, OPR2*), abiotic stress (*WRKY25*, *MYB15*) and senescence (*SEN1*). A full list of selected marker genes, their locus names and qRT-PCR primers is shown in Table S1.

*NIA1*, which is required for nitrate assimilation (Scheible et al., 2004), was downregulated in roots grown in the presence of microbes (Figure 5A). Genes directly involved in Fe acquisition (*IRT1*, *FRO2*) were also downregulated in roots of *Arabidopsis* roots grown in soil containing microbes (Figure 5A). Furthermore, genes involved in upstream signaling/regulation of Fe acquisition and metal homeostasis (*MYB72, OPT3*, *At3g07720*) were also downregulated (Figure 5A). qRT-PCR analysis of *IRT1* and *MYB72* using autoclaved instead of γ-irradiated soil gave similar results (Figure S4). This confirms that *Arabidopsis* plants were responding to the lower Fe availability in sterile soils compared to plants grown in the presence of microbes.

**Figure 5:**
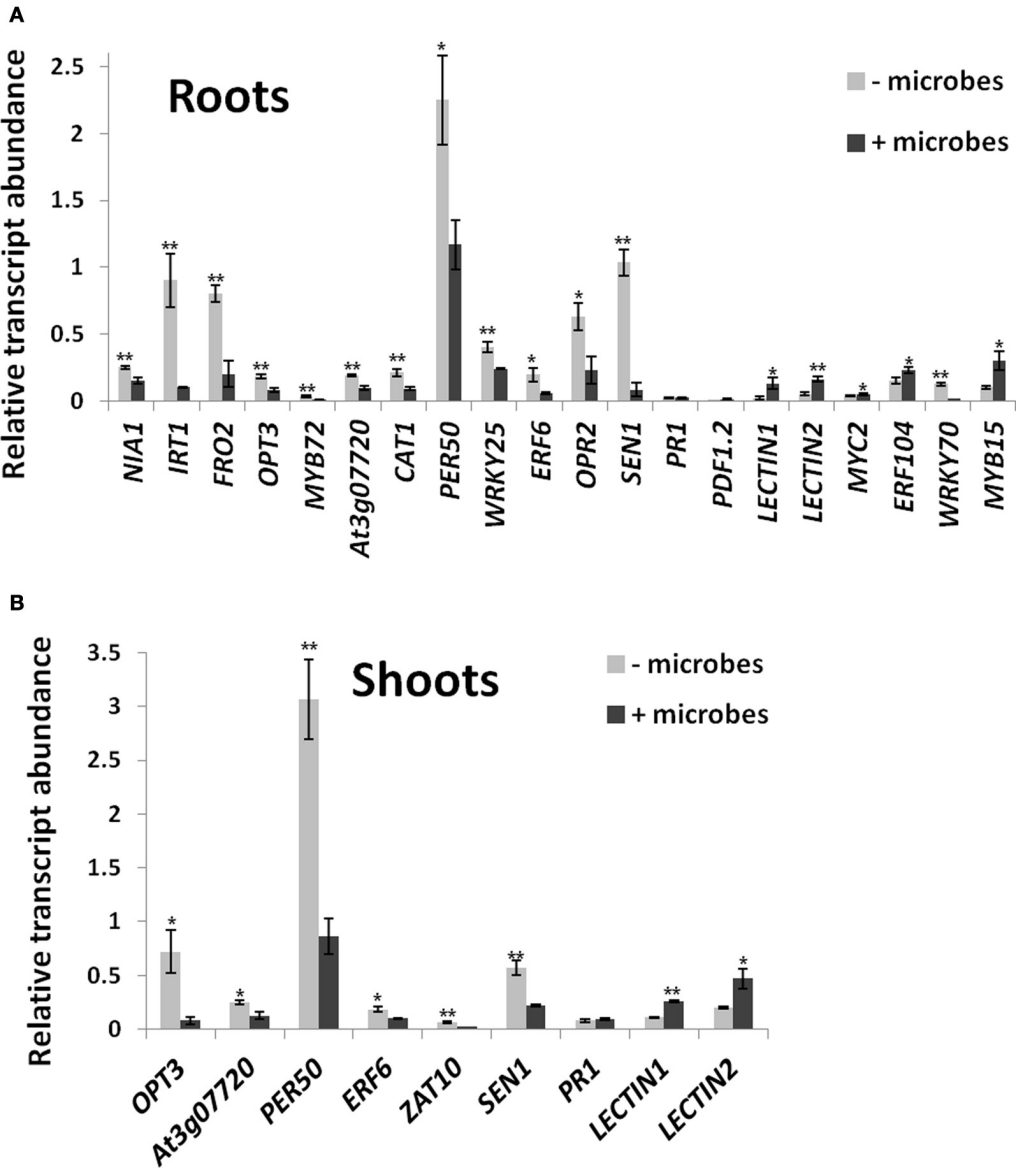
**Differential expression of marker genes in roots (A) and shoots (B) of *Arabidopsis* grown in soil in the presence or absence of whole microbial communities**. Transcript abundances are shown relative to *ACTIN* genes measured by qRT-PCR from three independent biological replicates. Each replicate contained pooled samples from 50 plants. Bars represent mean ± SE. The asterisk indicates a statistically significant difference (*P* < 0.05), two asterisks (*P* < 0.01). See Table S1 for full gene locus names.

Genes involved in oxidative stress and redox homeostasis were generally lower expressed in roots when plants were grown in soil containing microbes. These include catalase (*CAT1*)- and peroxidase (*PER50*)-encoding genes that are required for ROS detoxification (Miller et al., 2008; Figure 5A). Furthermore, genes involved in upstream redox signaling (*WRKY25, ERF6; OPR2;* Zheng et al., 2007; Jiang and Deyholos, 2009; Wang et al., 2013) were also downregulated (Figure 5A). Similarly, *SEN1*, a gene involved in senescence, but also other pathways, including oxidative stress and SA-mediated plant defense (Schenk et al., 2005) was downregulated in roots in the presence of microbes (Figure 5A). Interestingly, the classical defense marker genes for the SA and JA defense pathways, *PR1* and *PDF1.2* (Thomma et al., 2000; Metraux, 2002) were not differentially expressed in roots, but their expression levels were also very low (<2% of *ACTIN* transcript levels; Figure 5A). JA signaling, a pathway also known to involve beneficial interactions with microbes for ISR (Van der Ent et al., 2009; Zamioudis and Pieterse, 2012), was upregulated in roots as shown by the induction of JA-regulated *LECTIN* genes (At3g15356 and At3g16530; Jung et al., 2007; Figure 5A) as well as the pathway's key regulatory gene *MYC2* (Anderson et al., 2004; Kazan and Manners, 2013), a gene that is also required for ISR triggered by beneficial soil microbes (Kazan and Manners, 2013). In addition, the JA/ethylene regulatory gene *ERF104* (Bethke et al., 2009) was upregulated, while *WRKY70*, a negative regulator of the JA pathway and a positive regulator of the SA pathway (Li et al., 2004), was downregulated in roots exposed to soil microbes (Figure 5A). The abiotic stress regulators *WRKY25* (SA-inducible; Zheng et al., 2007) and *MYB15* [abscisic acid (ABA)-inducible; Ding et al., 2009; Chinnusamy et al., 2010; Figure 5A] were also repressed.

Some of the physiological processes occurring in roots in the presence of soil microbes were also found in shoots. This includes downregulation of genes involved in Fe and metal homeostasis (*OPT3; At3g07720*), oxidative stress (*CAT1, PER50; ERF6; ZAT10*) and senescence (*SEN1*) Figure 5B). As in roots, *PR1* was not differentially expressed, while JA-responsive lectin-encoding genes At3g15356 and At3g16530 were induced in shoots in the presence of soil microbes (Figure 5B).

To identify other physiological processes associated with the presence of whole soil microbial communities that may lead to the increased shoot growth; a microarray analysis was carried on shoots and roots of *Arabidopsis* plants cultivated under the above conditions using γ-irradiated soil (Table S2). 

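Of the 4 arrays, 3 carried shoot RNA, with 1 array per biological replicate, and 1 carried root RNA pooled from the replicates. On every array, RNA of plants grown in non-sterile soil was labeled with Cy5 and RNA of plants grown in sterile soil with Cy3. Because the dyes were not swapped, a dye bias of single probes and the effect of the microbes cannot be told apart. The root array lay on another slide than the shoot arrays, so that tissue and slide cannot be told apart either. The methods give 50 plants per replicate and γ-irradiated soil, whereas the deposited sample descriptions give 20 plants per shoot replicate, 60 plants in the root pool and autoclaved soil. The authors deposited the intensity of each spot as extracted from the scanned images by Agilent Feature Extraction, without normalization and with the median intensity of the local background. They also deposited log2 ratios (M values) of each array, which they had normalized with loess within arrays and with the quantile method between arrays. Each array holds 43603 different probes. On the shoot arrays, between 57.4 and 62.7% of the spots were well above background in Cy3 and between 63.2 and 64.1% in Cy5. On the root array, 66.5% of the spots were well above background in Cy3 and 40.8% in Cy5, the dye of the non-sterile sample, and the negative control spots had a mean intensity of 1160.3 in Cy3 and 2236 in Cy5.

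For the values given here, the mean spot intensities were corrected for background with limma's normexp method (offset 50) and normalized by loess within arrays and, for shoots, by the Aquantile method between arrays. Probes well above background in both dyes on all arrays of a tissue were analyzed, which left 23451 probes in shoots and 17514 in roots. Values are log2 ratios of non-sterile vs. sterile, and the number of arrays limits their precision. Shoot probes were tested with limma for a log2 ratio different from 0, with Benjamini-Hochberg adjustment. The single root array has no replicate error, so no p is given for it. At an adjusted p under 0.05, limma called 0 shoot probes (smallest adjusted p = 0.0871), whereas 4079 probes had an unadjusted p under 0.05, of which 2181 were upregulated and 1898 downregulated. The methods name a parametric test at a p under 0.05 with a 1.5-fold minimum, without stating which values were compared or whether p was adjusted. This was taken as a test between the channels at an unadjusted p, which is called the rule of the methods here. The rule was passed by 481 shoot probes, 337 upregulated and 144 downregulated, and by 0 probes after adjustment. Of the 294 probes on the paper's upregulated shoot list, only 93 passed it, so it is probably not the test behind that list. A t-test of the authors' M values against 0, without a filter and with the 1.5-fold minimum, was passed by all 294. That t-test was chosen after the results were seen. Replicate 1 decided the limma count, since 2611 probes were called without it and 0 without replicate 2 or 3. The sterile channels of replicates 2 and 3 had an r of 0.993 across probes, so these 2 arrays may not be independent replicates. Median centring in place of loess moved the count most, to 2837 probes. In simulated data with the spread of the real probes, in which 200 of 23451 probes changed by 2 on the log2 scale, limma recovered 158 of the changed probes. The simulated arrays were independent, and limma was not tried on smaller changes of single probes. The simulation therefore does not show how many changes below 2 limma would miss. The direction was the same on all 3 shoot arrays for 9930 probes (42.3%), against 25% by chance if the arrays are independent. A sterile RNA shared by arrays would raise this agreement and the correlations between replicates without an effect of microbes. Across probes, which are not independent replicates, Pearson's r of the log2 ratios was 0.336 between replicates 1 and 2, 0.0763 between replicates 1 and 3, and 0.662 between replicates 2 and 3. In roots, 476 probes differed by 2.5-fold or more, 355 upregulated and 121 downregulated, and 95 did so with the authors' deposited M values.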

A GO enrichment analysis was performed in lists of up or downregulated genes to provide an overview of potential biological functions associated in soil microbe-root interactions (Tables 1, S3). 

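On the root array, the 17 genes that Table S3 lists under response to stimulus had a median log2 ratio of 1.26, and 17 of 17 were upregulated in the presence of microbes. The median was 1.25 for the 9 genes under response to abiotic stimulus and 1.36 for the 6 genes under response to oxidative stress, all of them upregulated. Each of these medians was higher than those of 10000 random lists of the same size matched on intensity, also under each of 9 alternatives of the processing. The genes were selected by the paper on this array, so that these values are not independent evidence. Among the genes for oxidative stress, the superoxide dismutase gene *FSD1* (AT4G25100) had a log2 ratio of 1.79, the peroxidase gene AT2G18150 of 1.82 and *SAG21* (AT4G02380) of 1.41. The glutathione transferase gene *GSTF14* (AT1G49860) had the largest increase among the probes well above background in both dyes, with 3.32, and *GSTF2* (AT4G02520) had 2.22. None of these values has a replicate check.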

In roots, GO terms that were enriched in the upregulated gene list, included response to stimulus, response to abiotic stimulus, response to oxidative stress, response to light stimulus, C fixation and plant-type cell wall organization or biogenesis (Table S3). 

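The ferric chelate reductase gene *FRO2* (AT1G01580), whose probe lies on chromosome 1 from 212712 to 212771 in the array's annotation, was downregulated 5.64-fold on the root array (log2 ratio -2.49). The value moved to -3.25 with median centring and to -1.88 without background correction. *FRD3* (AT3G08040) had a log2 ratio of -2.30 and *AT3G07720*, the most strongly downregulated gene among probes well above background in both dyes, of -2.79. The iron transporter genes *IRT1* (AT4G19690) and *IRT2* (AT4G19680) were well above background only in the sterile sample. With the Cy5 signal taken as no lower than that of the dimmest probe well above background, *IRT2* was at least 4.21-fold lower in the presence of microbes. The Cy5 signal of *IRT1* lay above that limit, so its ratios were left unchanged, at 13.1-fold lower (10.6-fold at a separate probe). These values hold for this normalization only, and the authors' deposited M values of the *IRT1* probes are -2.54 and -2.46. In a list of 22 iron deficiency genes of general plant biology, the 11 genes measured in both dyes were all downregulated, with a median log2 ratio of -0.97. This median was lower than those of all 10000 random lists matched on intensity, also under each of 9 alternatives. Without a filter on background, 22 of 22 genes were downregulated, with a median of -1.38. Of the 179 probes on the paper's list of downregulated root genes, 8 were well above background in both dyes, as were 68 of the 71 probes on its upregulated list.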

In the downregulated gene list in roots, GO terms associated with iron transport and homeostasis were enriched (Table S3), which corroborates the results of the qRT-PCR (Figure 5A). 

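The paper's Table 1 lists the genes behind 18 upregulated terms in shoots. On the shoot arrays, the 14 measured genes under response to other organism had a median log2 ratio of 0.82 and were upregulated in 14 of 14 cases. The median was 0.79 for response to chemical stimulus (29 of 29 genes upregulated), 0.86 for response to chitin (12 of 12), 0.82 for response to stress (35 of 35), 0.80 for response to jasmonic acid stimulus (8 of 8) and 0.86 for ISR (4 of 4). Because the paper selected these genes on the same arrays, their values are not independent evidence. Of 16 lists of general plant biology that were not selected on these arrays, 10 had an adjusted p under 0.05 in limma's camera test, which assumes a correlation of 0.01 between genes. With the fry test or with an estimated correlation, 0 of the 16 lists passed, the choice of test being the alternative that moved this count most. The early elicitor response list, whose genes are induced within minutes by microbial molecules, had the smallest adjusted p (camera, 4.5e-16). Its median was 0.85, with 20 of 20 genes upregulated and replicate medians of 0.89, 0.80 and 1.09, and its adjusted p was 0.0750 with fry and 0.318 with an estimated correlation. Sulfate assimilation genes had a median of 0.68 (7 of 8 upregulated; limma camera adjusted p = 4.2e-05).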

In shoots, several GO terms were overrepresented in the upregulated gene list, such as those related to photosynthesis and responses to chemical and biotic stimulus, including response to other organisms as bacteria and fungi (chitin), stress related responses, JA signaling and ISR (Table 1). Most of these GO terms reveal responses involved in biotic interactions, which were apparently more pronounced in shoots compared to roots in terms of gene expression. Indeed, the overall phenotypical outcome of introducing a compost soil-derived community of microbes was an enhanced shoot growth, as opposed to no changes found in root length and biomass (Figure 1). 

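The difference between shoots and roots was tested for 13 gene lists of general plant biology with limma's camera test over the 4 arrays, in which the single root array was assumed to vary like the shoot arrays. For the early elicitor response, 16 genes measured in both tissues had a median log2 ratio of 0.78 in shoots and -0.50 in roots, and 16 of 16 were higher in shoots (limma camera adjusted p = 2.0e-09). Sulfate assimilation differed by 0.68 against -0.097 (6 of 8 genes higher in shoots; limma camera adjusted p = 0.0135). Iron deficiency genes also differed, with 0.30 in shoots against -0.97 in roots (5 of 5 genes higher in shoots; limma camera adjusted p = 0.000150), and the extensins were higher in roots (0 of 12 genes higher in shoots; limma camera adjusted p = 0.000147). None of the 13 lists passed with limma's fry, with a smallest adjusted p of 0.100, or with an estimated correlation, with a smallest adjusted p of 0.391. In limma's test of single probes, 0 of 13617 probes differed between the tissues at an adjusted p under 0.05 (smallest adjusted p = 0.152), and 2540 had an unadjusted p under 0.05. Replicate 1 decided this count, since 1693 probes were called without it. Across the 13617 probes, which are not independent replicates, the root log2 ratio and the mean shoot log2 ratio had a Pearson's r of 0.115 and a Spearman's rho of 0.106.

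**Figure D1:**
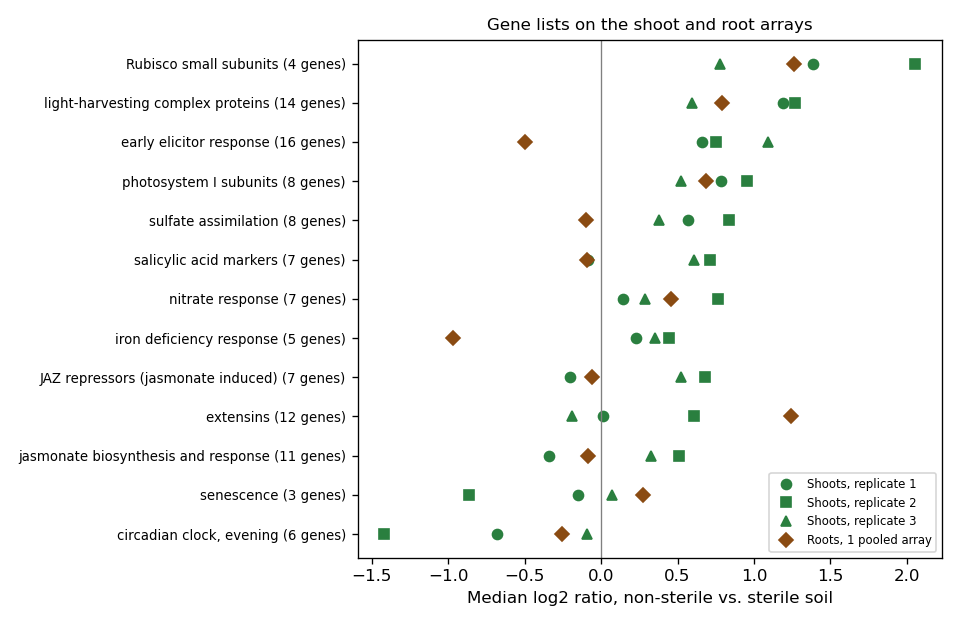
Median log2 ratio (non-sterile vs. sterile soil, horizontal axis) of 13 gene lists, over the genes measured on all 4 arrays. Green symbols are the 3 shoot arrays and brown diamonds the pooled root array, which has no replicates. Early elicitor genes lay between 0.66 and 1.09 on the shoot arrays and at -0.50 on the root array.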

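The 20 measured genes that Table 1 lists under defense response had a median log2 ratio of 0.86 on the shoot arrays and were upregulated in 20 of 20 cases, with medians of 0.77, 0.83 and 0.89 in replicates 1, 2 and 3. These genes were chosen by the paper on the same arrays. Among all probes past the rule of the methods, the largest increase was that of *AT4G12500*, with a log2 ratio of 2.14 ± 0.64 (SD, n = 3 arrays; limma adjusted p = 0.0871). *ECS1* (AT1G31580), with 1.98 ± 0.72 (limma adjusted p = 0.109), and *GAMMA-VPE* (AT4G32940), with 1.97 ± 0.76 (limma adjusted p = 0.119), followed. Each of the 3 genes was upregulated on 3 of 3 arrays. A list of salicylic acid markers of general plant biology had a median of 0.44, with 8 of 9 genes upregulated (limma camera adjusted p = 0.00348). The marker list did not keep its call without replicate 2 (median 0.34) or with median centring (0.51), fry (limma fry adjusted p = 0.270) or an estimated correlation, and its median in replicate 1 was -0.085.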

Interestingly, several genes involved in defense responses were also up-regulated in shoots, as evidenced by the GO term enrichment analysis (Table 1). The enrichment of GO terms related to photosynthesis both in shoots and roots suggests that soil microbe-mediated plant growth promotion also coincided with increased photosynthetic activity. 

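In shoots, 17 of 17 genes for light-harvesting complex proteins were upregulated, with a median log2 ratio of 0.91 and replicate medians of 0.93, 1.20 and 0.45 (limma camera adjusted p = 4.1e-13, limma fry adjusted p = 0.170). The median was 0.54 for photosystem I subunits (12 of 13 genes upregulated; limma camera adjusted p = 1.9e-08) and 1.39 for the small subunits of Rubisco (4 of 4; limma camera adjusted p = 8.7e-05), and both had an adjusted p above 0.05 with fry. The size of the shoot values depended on the normalization, since the median of the light-harvesting genes was 1.72 with median centring and 0.44 with the authors' deposited M values. In roots, 14 of 14 light-harvesting genes, 8 of 8 photosystem I genes and 4 of 4 Rubisco genes were upregulated, with medians of 0.79, 0.69 and 1.26. Among 10000 random lists matched on intensity, these medians lay at the percentiles 100, 95.3 and 100. Over 9 alternatives, the lowest percentile was 98.0 for the light-harvesting genes, 83.3 for photosystem I and 99.99 for Rubisco. The filter on background requires signal in Cy5, the dye in which fewer spots of this array were well above background. Without the filter, 14 of 17 light-harvesting genes (median 0.34), 9 of 13 photosystem I genes (0.31, percentile 91.3) and 4 of 4 Rubisco genes (1.18) were upregulated. Other genes with a like excess of signal in shoots over roots had a median root log2 ratio of 0.35, with 23 of 28 upregulated. Genes encoded in the chloroplast went the other way in shoots, where 57 of 64 probes were downregulated, with a median of -0.74. Mitochondrial probes also fell, with a median of -0.25 (37 of 39). Weaker labeling of RNA without poly(A) tails in Cy5 and a change in chloroplast transcripts therefore cannot be told apart. From the enrichment of terms related to photosynthesis in both shoots and roots, the paper proposes that the growth promotion by soil microbes coincided with increased photosynthetic activity.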

Most of the genes that contributed to the overrepresentation of the GO term “response to biotic stimulus” are also involved in defense responses, specifically jasmonate signaling (*CYP71A12*), SA signaling (*CRK4, AT5G02490, ATMPK3, WRKY70*), and oxidative stress (*At5G64120, RBOHD, At2G37130, ATMPK3*).

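*CYP71A12* (AT2G30750; probe on chromosome 2 from 13107401 to 13107460 in the array's annotation) had a log2 ratio of 1.29 ± 0.37 in shoots (SD, n = 3 arrays; limma adjusted p = 0.106). The largest shift of this value under the alternatives was to 1.76 with the scanner's processed signals. *CRK4* (AT3G45860) had a log2 ratio of 0.73 ± 0.23, *MPK3* (AT3G45640) of 0.76 ± 0.23 and *WRKY70* (AT3G56400) of 0.85 ± 0.13, with limma adjusted p values between 0.119 and 0.144. The peroxidase gene *PER71* (AT5G64120) had a log2 ratio of 1.26 ± 0.50, *RBOHD* (AT5G47910) of 0.71 ± 0.16 and *PER21* (AT2G37130) of 1.12 ± 0.15 (limma adjusted p = 0.0871). The 7 genes were upregulated on 3 of 3 arrays, and each mean exceeded its SD. The probe of *AT5G02490* was well above background in Cy3 on 1 of 3 arrays only and was not tested (log2 ratio 0.92 ± 0.43). All 7 tested genes passed an adjusted p under 0.05 in limma when replicate 1 was left out, as did 27 of the 38 tested shoot genes that the paper names. These calls rest on replicates 2 and 3, whose sterile channels were nearly alike and may not be independent.

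**Figure D2:**
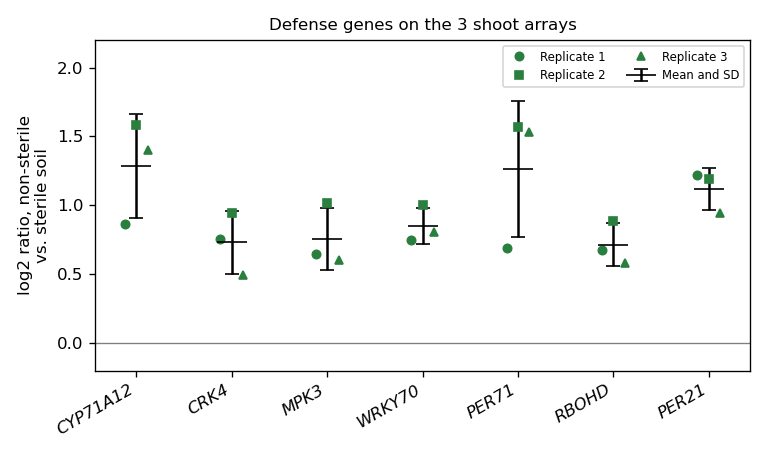
Log2 ratio (non-sterile vs. sterile soil, vertical axis) of 7 genes on the 3 shoot arrays. Points are single replicates, and black bars give the mean and SD. All points lie above 0, between 0.49 (*CRK4*, replicate 3) and 1.59 (*CYP71A12*, replicate 2).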

**Table 1:** **Identification of Gene Ontology (GO) functional categories that are enriched in transcript populations in shoots (*n* = 3) in the presence of whole soil microbial communities**.

**GO term**	***P*-value**	**Sample frequency**	**Background frequency**	**Gene names**
**UPREGULATED**				
GO:0050896 response to stimulus	1.06E-06	66/243 (27.2%)	3815/29970 (12.7%)	FHL, AT1G72920, VTC2, ACS6, AT5G64120, AT4G34810, LHCA1, CRK4, CYP71A12, RBOHD, WRKY38, AT5G38420, SUR1, WRKY46, CYP83B1, PRXR1, CYP83A1, AT2G04795, AT5G38410, PMSR2, ERF2, MYB51, AT4G09420, WRKY54, ATL2, AT3G26590, AT5G51470, AT1G78410, PIL1, CYP707A2, ATBBD1, ERF11, AT1G72910, AT1G02820, TCH2, AT1G20620, SHI, AT5G38344, APX1, JAZ6, NIP6;1, AT5G02490, AT3G02840, PUB22, AT1G74670, ERF104, SZF1, PUB23, ECS1, AT2G37130, NAXT1, AT1G70000, TIP2, AT5G51190, ERF4, MGD2, AT1G32920, STO, AT1G20823, AT4G24350, ATRLP26, EBF1, CYP71B2, ATMPK3, WRKY70, AT4G30370
GO:0009607 response to biotic stimulus	1.83E-02	18/243 (7.4%)	703/29970 (2.3%)	VTC2, AT5G64120, CRK4, CYP71A12, RBOHD, WRKY38, CYP83B1, ERF2, MYB51, ATBBD1, AT5G02490, AT3G02840, ERF104, AT2G37130, TIP2, ERF4, ATMPK3, WRKY70
GO:0042221 response to chemical stimulus	4.50E-03	36/243 (14.8%)	1984/29970 (6.6%)	VTC2, ACS6, AT4G34810, CRK4, WRKY38, WRKY46, PRXR1, AT2G04795, PMSR2, ERF2, MYB51, ATL2, AT3G26590, AT5G51470, AT1G78410, ERF11, TCH2, AT1G20620, SHI, APX1, JAZ6, NIP6;1, AT5G02490, AT3G02840, PUB22, AT1G74670, SZF1, PUB23, AT1G70000, AT5G51190, ERF4, AT1G20823, EBF1, ATMPK3, WRKY70,AT4G30370
GO:0009743 response to carbohydrate stimulus	1.72E-05	13/243 (5.3%)	209/29970 (0.7%)	WRKY46, ERF2, ATL2, PUB22, AT1G74670, SZF1, PUB23, AT5G51190, ERF4, AT1G20823, ATMPK3, WRKY70, AT4G30370
GO:0051707 response to other organism	7.87E-03	18/243 (7.4%)	660/29970 (2.2%)	VTC2, AT5G64120, CRK4, CYP71A12, RBOHD, WRKY38, CYP83B1, ERF2, MYB51, ATBBD1, AT5G02490, AT3G02840, ERF104, AT2G37130, TIP2, ERF4, ATMPK3, WRKY70
GO:0009617 response to bacterium	4.76E-03	12/243 (4.9%)	291/29970 (1.0%)	VTC2, CRK4, CYP71A12, WRKY38, CYP83B1, ERF2, MYB51, AT5G02490, TIP2, ERF4, ATMPK3, WRKY70
GO:0010200 response to chitin	5.37E-07	12/243 (4.9%)	127/29970 (0.4%)	WRKY46, ERF2, ATL2, PUB22, SZF1, PUB23, AT5G51190, ERF4, AT1G20823, ATMPK3, WRKY70, AT4G30370
GO:0006952 defense response	1.37E-05	25/243 (10.3%)	815/29970 (2.7%)	AT1G72920, VTC2, AT5G64120, CRK4, RBOHD, WRKY38, CYP83B1, ERF2, MYB51, AT4G09420, WRKY54, ATL2, ATBBD1, AT1G72910, TCH2, AT5G38344, PUB22, ERF104, PUB23, ECS1, AT2G37130, TIP2, ERF4, AtRLP26, WRKY70
GO:0006950 response to stress	1.02E-04	42/243 (17.3%)	2161/29970 (7.2%)	AT1G72920, VTC2, ACS6, AT5G64120, CRK4, RBOHD, WRKY38, CYP83B1, PRXR1, AT2G04795, PMSR2, ERF2, MYB51, AT4G09420, WRKY54, ATL2, AT1G78410, ATBBD1, AT1G72910, AT1G02820, TCH2, AT1G20620, AT5G38344, APX1, JAZ6, AT5G02490, PUB22, ERF104, PUB23, ECS1, AT2G37130, AT1G70000, TIP2, ERF4, MGD2, AT1G32920, STO, AT4G24350, AtRLP26, CYP71B2, ATMPK3, WRKY70
GO:0010033 response to organic substance	3.97E-03	26/243 (10.7%)	1181/29970 (3.9%)	VTC2, ACS6, AT4G34810, CRK4, WRKY38, WRKY46, ERF2, MYB51, ATL2, AT5G51470, ERF11, TCH2, SHI, JAZ6, PUB22, AT1G74670, SZF1, PUB23, AT1G70000, AT5G51190, ERF4, AT1G20823, EBF1, ATMPK3, WRKY70, AT4G30370
GO:0045730 respiratory burst	4.81E-03	3/243 (1.2%)	5/29970 (0.0%)	AT5G64120, PUB22, PUB23
GO:0015979 photosynthesis	8.47E-03	9/243 (3.7%)	166/29970 (0.6%)	LHCA1, LHCA2, LHB1B2, LHCA3, AT5G28450, LHCA4, PSAF, CAB1, PSI-P
GO:0042435 indole derivative biosynthetic process	1.62E-02	5/243 (2.1%)	40/29970 (0.1%)	SUR1, CYP83B1, MYB51, NIT1, ATMPK3
GO:0042430 indole and derivative metabolic process	3.25E-02	5/243 (2.1%)	46/29970 (0.2%)	SUR1, CYP83B1, MYB51, NIT1, ATMPK3
GO:0009753 response to jasmonic acid stimulus	4.76E-02	8/243 (3.3%)	160/29970 (0.5%)	VTC2, ACS6, ERF2, MYB51, JAZ6, AT1G70000, ERF4, WRKY70
GO:0009682 induced systemic resistance	4.96E-03	4/243 (1.6%)	15/29970 (0.1%)	CYP83B1, ERF2, ERF4, WRKY70
GO:0009864 induced systemic resistance, jasmonic acid mediated signaling pathway	1.66E-02	3/243 (1.2%)	7/29970 (0.0%)	ERF2, ERF4, WRKY70
GO:0006790 sulfur metabolic process	2.29E-02	9/243 (3.7%)	188/29970 (0.6%)	APR1, ACS6, SUR1, CYSD2, CYP83B1, APS3, CYP83A1, MYB51, ATMPK3
**DOWNREGULATED**				
GO:0050896 response to stimulus	1.20E-02	19/55 (34.5%)	3815/29970 (12.7%)	GT72B1, VTC2, RAP2.4, AT1G76190, CP12-2, HSF, A4A, AT1G70000, ATMRP7, CBL5, CRY1, AT2G31730, AT2G40460, STO, AT5G41750, AT3G23600, EBF1, PRXR1, RING1, YSL1
GO:0042221 response to chemical stimulus	4.36E-03	14/55 (25.5%)	1984/29970 (6.6%)	GT72B1, VTC2, RAP2.4, CP12-2, HSF, A4A, AT1G70000, CBL5, AT2G31730, EBF1, PRXR1, RING1, YSL1
GO:0009651 response to salt stress	3.33E-02	6/55 (10.9%)	386/29970 (1.3%)	GT72B1, RAP2.4, AT1G70000, CBL5, STO, AT3G23600

## Discussion

### Plant nutrition in the presence of rhizosphere microorganisms

The present study shows that plants grown in the presence of whole soil microbial communities exhibited enhanced shoot growth when compared to plants cultivated on sterile soil. This is consistent with related studies that reported that plants inoculated with individual beneficial microorganisms displayed an increase of fresh weight compared to axenically grown plants (Persello-Cartieaux et al., 2001; Ryu et al., 2005). However, so far it remained unclear whether this growth promoting effect can also be achieved by a complex assemblage of soil microbial populations. The increased shoot growth may be partially attributed to improved plant nutrition (Figures 2B, 3B, and 4). 

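In shoots, the rule of the methods counted fewer downregulated than upregulated probes. Among the normalizations tried, the downregulated count ranged from 92 without background correction to 332 with the scanner's processed signals, where it exceeded the upregulated count of 310. Among the 23451 shoot probes well above background, the lowest log2 ratio was that of the β-glucosidase gene *DIN2* (AT3G60140), which fell by 3.06 ± 0.42 (SD, n = 3 arrays; limma adjusted p = 0.0871) and by 2.17 at a separate probe. The log2 ratio of the trypsin inhibitor gene *KTI1* (AT1G73260) was -1.98 ± 0.37 (limma adjusted p = 0.0871), that of *ICK3* (AT3G24810) -1.57 ± 0.39 (limma adjusted p = 0.0871) and that of *AT1G53540* -1.51 ± 0.28 (limma adjusted p = 0.0871). All were downregulated on 3 of 3 arrays. The 161 probes named on the paper's list of downregulated shoot genes had log2 ratios above 0 in 161 of 161 cases, with a median of 0.66. The authors' deposited M values of these probes average between 0.47 and 0.58. Among root probes well above background in both dyes, the largest decreases outside iron homeostasis were those of *GDU3* (AT5G57685), with a log2 ratio of -2.18, *AT5G57040*, with -2.02, and *BGLU11* (AT1G02850), with -1.97. The number of downregulated root probes depended on the processing, since it was 2154 without a filter on background, 1125 with median centring and 9 with the authors' deposited M values.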

Global gene expression profiling using microarray analyses of shoots and roots also showed that many genes were down-regulated in the presence of soil microorganisms which may have translated into metabolic cost savings for these plants. Although the presence of soil microbes did not affect plant C/N ratio (Figure S2), the downregulation of *NIA1*, which is involved in nitrate assimilation (Scheible et al., 2004), indicates that microbes compete for the nitrate available in the soil, as reported previously (Song et al., 2007; Xu et al., 2011). Instead, plants may utilize other N sources available to them, including organic forms. Indeed, there are several ways that rhizosphere bacteria, many of which also fix atmospheric N_2_, contribute to N uptake in plants, including organic forms such as amino acids, oligopeptides, DNA, as well as whole proteins (Paungfoo-Lonhienne et al., 2008, 2010a). In addition, whole bacteria and yeast cells have been shown to be taken up and consumed by plant roots (Paungfoo-Lonhienne et al., 2010b), although it is currently uncertain how significant this process is to N acquisition.

Tissues as well as rhizosphere soils collected from plants grown in the presence of microbes showed higher Fe content (Figures 2, 3, 4). In addition, genes involved in Fe acquisition (e.g., the high affinity iron transporter IRT1; Colangelo and Guerinot, 2004) and metal homeostasis in these plants were down-regulated (Figure 5A). There are two strategies that plants utilize to acquire Fe in conditions of deprivation. Strategy I is employed by dicots and non-graminaceous monocots and it relies on reductases and proton secretion to increase the availability of insoluble inorganic iron by means of lowering the redox conditions and rhizosphere acidification. Conversely, Strategy II applies to graminaceous monocots that release chelating organic molecules known as siderophores to scavenge iron from the soil solution. Siderophores are also able to release iron from complexes contained in humic and fulvic acids present in the organic matter, as well as to mobilize Fe from minerals in the solid phase. Such molecules can be produced by nearly all cultured microbial isolates (Crowley, 2006) and especially microbe-derived siderophores have been reported to confer resistance to hydrogen peroxide (Dellagi et al., 1998; Oide et al., 2006). This may partly explain why plants in the absence of microbes displayed higher expression levels for genes involved in oxidative stress/redox homeostasis (*CAT1, PER50*; Figure 5A). In plants that adopt strategy I for iron acquisition; such as *Arabidopsis*, the plasma membrane-bound Fe^3+^ chelate reductase FRO2 catalyzes the reduction of Fe^3+^ at the cell surface (Robinson et al., 1999), which is then taken up by IRT1, an iron regulated transporter of the ZIP family (Varotto et al., 2002; Vert et al., 2002). Consistent with our findings, *IRT1, FRO2*, *MYB72* and *At3g07720* were previously found to be upregulated during Fe deficiency and are directly regulated by FIT, a basic helix–loop–helix (bHLH) transcription factor required for root iron uptake (Colangelo and Guerinot, 2004; Sivitz et al., 2012). MYB72 has a demonstrated role in iron uptake regulation (Sivitz et al., 2012), but interestingly is also activated by beneficial soil microbes (Van der Ent et al., 2008). *At3g07720* encodes a Kelch repeat protein and is regulated by Fe deficiency (Sivitz et al., 2012) but has putative biochemical functions including SA biosynthesis. OPT3 is also involved in metal ion homeostasis (Stacey et al., 2008). Upregulation of these genes in plants grown in the absence of microbes (Figure 5) is consistent with the finding that these plants did not have the same amount of bioavailable Fe than plants grown in the presence of microbes. This effect was observed irrespective of the soil sterilization method used (Figure S4). Although γ-irradiation is known for posing the least disturbance to physical and chemical properties in soils in comparison to autoclaving (Alef and Nannipleri, 1995; Berns et al., 2008), significant differential expression for *IRT1* and *MYB72* were maintained irrespective of the sterilization method used (Figure S4). Plant growth can be indirectly affected by siderophore-producing bacteria as they exhibit improved rhizosphere competence in Fe-deficient soils (Babalola, 2010). However, the addition of Fe-EDTA to the sterile soil did not trigger significantly increased plant growth compared to plants grown in microbe-free soil (Figures 1C,D). This indicates that iron supply was not the dominant factor associated to the enhanced plant growth in non-sterile conditions. Interestingly, Mn was also less abundant in *Arabidopsis* plants in the absence of microbes (Figures 3, 4). Indeed, both elements, Fe and Mn, use the same ITR1- and FRO2-mediated transport mechanisms for uptake in *Arabidopsis* plants (Colangelo and Guerinot, 2004; Sivitz et al., 2012). It is worth considering that *Arabidopsis* plants have been shown to incorporate Fe chelated to the microbial siderophore pyoverdine more efficiently than Fe chelated to EDTA (Vansuyt et al., 2007). Therefore, it appears possible that incorporation of Fe chelated to microbial siderophores may have contributed to the increased shoot growth of *Arabidopsis* as well as to the higher Fe concentration in plant tissues and rhizosphere soil.

### Oxidative stress, redox homeostasis and senescence

Beneficial plant–rhizobacteria interactions have been shown to alleviate plant abiotic stress conditions associated with oxidative stress (Dimkpa et al., 2009). Plants inoculated with known beneficial microbes generally show lower activities of antioxidant enzymes, such as catalases and peroxidases as compared to uninoculated plants (Bianco and Defez, 2009; Sandhya et al., 2010). In addition to these enzymes, several regulatory genes for oxidate stress signaling have been characterized in *Arabidopsis*, for example *ERF6*, *WRKY25*, and *ZAT10* (Wang et al., 2013; Zheng et al., 2007; Mittler et al., 2006). The lower expression of *CAT1, PER50, WRKY25, ERF6*, and *OPR2* in roots (Figure 5A) and of *CAT1, PER50*, *ERF6*, and *ZAT10* in shoots (Figure 5B) of plants grown in microbe-containing soil suggests that beneficial microbes may be present in the whole soil microbial communities used in this study. A marker gene involved in senescence (*SEN1*) that is highly expressed in cotyledons (Schenk et al., 2005) was also downregulated in leaves in the presence of microbes (Figure 5B). It should be noted that *SEN1* is also involved in other pathways, including oxidative stress and SA-mediated plant defense (Oh et al., 1996; Schenk et al., 2005). Taken together, this may explain why *Arabidopsis* plants in the absence of microbes showed signs of abiotic stress and senescence, especially in the cotyledons (Figure S1).

### Photosynthesis

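In shoots, the Rubisco small subunit genes had log2 ratios of 1.32 ± 0.59 for *RBCS1A* (AT1G67090), 1.61 ± 0.57 for *RBCS2B* (AT5G38420) and 1.77 ± 0.71 for *RBCS3B* (AT5G38410), all upregulated on 3 of 3 arrays (SD, n = 3; limma adjusted p between 0.114 and 0.137). *RBCS1B* (AT5G38430) had 0.60 ± 0.68 (limma adjusted p = 0.314), less than the spread between replicates, and its sign changed to -0.013 with quantile normalization of all channels and to -0.028 with the authors' deposited M values. The 3 other probes of *RBCS1B* ranged from 0.80 to 1.50. *CAB1* (AT1G29930), whose probe lies on chromosome 1 from 10478099 to 10478158 in the array's annotation, had a log2 ratio of 1.36 ± 0.31 (limma adjusted p = 0.0871), and *CAB2* (AT1G29920) of 1.00 ± 0.46 (limma adjusted p = 0.153), whereas the 2 other probes of *CAB2* had 0.64 and -0.15. In roots, the log2 ratio was 1.95 for *RBCS1A*, 1.63 for *RBCS1B*, 1.58 for *RBCS2B* and 1.49 for *RBCS3B*, each the highest of the measured probes of its gene. The lowest were 1.09, 0.80, 0.85 and 0.88, and the 0.80 is that of the *RBCS1B* probe given for shoots. *CAB1* was upregulated 4.47-fold in roots (2.16) and *CAB2* 3.26-fold (1.71), with the lowest measured probes at 1.51 and 0.62. Members of these families are similar in sequence, and the array data do not show how far their probes measure them separately.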

Microarray data analysis of *Arabidopsis* shoots and roots showed that genes required for photosynthesis (e.g., *RBCS* and *CAB*) were up-regulated in plants grown with soil microbes (Table S2). In addition, GO terms related to photosynthesis were enriched in roots and shoots, including response to light stimulus (GO:0009416), C fixation (GO:0015977), and photosynthesis (GO:0015979) (Tables 1, S3). This finding is consistent with the study by Zhang et al. (2008) who showed that the PGPR *B. subtilis* GB03 augments the photosynthetic capacity of *Arabidopsis* plants by decreasing glucose sensing and ABA levels. 

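The 9 genes that Table 1 lists under photosynthesis had a median log2 ratio of 1.01 in shoots and were upregulated in 9 of 9 cases, with replicate medians between 0.72 and 1.20. In roots, the 6 genes of Table S3 under response to light stimulus had a median of 1.25 and the 3 genes under C fixation also of 1.25, with all of them upregulated. The C fixation genes in roots lay at the percentile 99.8 of random lists matched on intensity, and no lower than 99.4 under the alternatives. The genes of these terms were selected by the paper on the same arrays.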

Growth promotion and increased photosynthesis have also been reported for *Phaseolus vulgaris* and rice when inoculated with phosphorus solubilizing bacteria and *Sinorhizobium meliloti* 1021, respectively (Collavino et al., 2010). A higher photosynthetic efficiency was also conferred by endophytic bacteria to sugar beet (Shi et al., 2010). Common to the above studies is that they report an increase in growth and photosynthetic capacity of plants inoculated with individual microbial strains. The present study indicates that increased leaf growth and photosynthesis could still be observed when plants were exposed to whole soil microbial communities, possibly a result of the synergistic activities of a number of PGPR.

It is well documented that increased photosynthesis can also lead to higher oxidative stress in leaves (Hideg and Schreiber, 2007) and an increase of the GO term “Respiratory burst” could be observed in microarray data from plant leaves grown in the presence of microbes (Table 1). This includes some genes that encode proteins associated with oxidative stress in leaves, for example NADPH oxidase (*RBOHD*), MAPK3, and peroxidases 21 and 71 (Table S2; Figure 5B). 

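Table 1 gives 3 genes under respiratory burst, the peroxidase gene *PER71* and the ubiquitin ligase genes *PUB22* (AT3G52450) and *PUB23* (AT2G35930). *PUB23* had a log2 ratio of 1.41 ± 0.43 on the shoot arrays (SD, n = 3; limma adjusted p = 0.102). The listed probe of *PUB22* had 0.91 ± 0.23 but was well above background in Cy3 on 2 of 3 arrays only, and a separate probe, which was tested, had 0.59 ± 0.39 (limma adjusted p = 0.229). Both genes were upregulated on 3 of 3 arrays. Separate probes of *RBOHD*, with 0.75 ± 0.25, and of *PER21*, with 1.34 ± 0.35, were also upregulated on 3 of 3 arrays. On the root array, the listed probe of *RBOHD* had a log2 ratio of -1.28, that of *PER21* (AT2G37130) of 1.34 and that of *MPK3* of 0.045.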

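The gene *PRXR1* (AT4G21960), which encodes peroxidase PER42, is represented by 6 probes, all of them upregulated on 3 of 3 shoot arrays. The probe on the paper's list of downregulated genes had a log2 ratio of 0.68 ± 0.17 (SD, n = 3; limma adjusted p = 0.144). The 2 probes on its list of upregulated genes had 0.80 ± 0.20 (limma adjusted p = 0.127) and 0.84 ± 0.26 (limma adjusted p = 0.133), and the remaining 3 ranged from 0.68 to 1.11. These increases exceeded the spread between replicates.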

Interestingly, this is in contrast to genes encoding other peroxidases (peroxidase 42, 50), catalase 1, ERF6, ZAT10 and SEN1 that were down-regulated in leaves in the presence of microbes (Figure 5B; Table S2). While there is no simple explanation for this observation, this adds to the growing body of evidence showing that redox homeostasis and ROS production are associated with many different processes in the plant where different gene family members also play different roles and are often involved in many other functions (Miller et al., 2008).

### Plant defense and beneficial interactions

The GO term enrichment analysis revealed the major biological processes involved in roots and shoots when exposed to compost soil-derived whole microbial communities (Tables 1, S3). 

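Among genes of jasmonate and ethylene signaling, the log2 ratio in shoots was 0.78 ± 0.21 for *CYP83B1* (AT4G31500; SD, n = 3 arrays; limma adjusted p = 0.133), 1.33 ± 0.40 for *ERF104* (AT5G61600; limma adjusted p = 0.106) and 0.87 ± 0.34 for *ERF2* (AT5G47220; limma adjusted p = 0.144). It was 0.97 ± 0.15 for *ATL2* (AT3G16720), 0.82 ± 0.25 for *JAZ6* (AT1G72450) and 0.73 ± 0.27 for *AT1G32920*, with limma adjusted p values of 0.0949, 0.136 and 0.155. All of these genes were upregulated on 3 of 3 arrays and passed an adjusted p under 0.05 in limma only when replicate 1 was left out or with median centring. *WRKY38* (AT5G22570) and *WRKY54* (AT2G40750) were well above background in Cy3 on 1 and 2 of 3 arrays and were not tested (1.19 ± 0.54 and 1.42 ± 0.44). A list of JAZ repressors, which jasmonate induces, had a median of 0.23, with 9 of 9 genes upregulated on average and a median of -0.20 in replicate 1 (limma camera adjusted p = 0.0152, limma fry adjusted p = 0.360). Genes of jasmonate biosynthesis and response had a median of 0.27 (8 of 13 upregulated; limma camera adjusted p = 0.242).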

JA and ET signaling were upregulated in the presence of microbes especially in shoots, which was evidenced by the genes involved in these processes that contributed to the enrichment of the GO terms “response to biotic stimulus” (e.g., *CYP71A12, CYP83B1, ERF104*) and “response to stress” (e.g., *WRKY38, ERF2, WRKY54, ATL2, JAZ6, At1G32920*). The fact that such responses occurred mainly in shoots indicates that they are systemic rather than local, given that most of the interactions in this study were more likely to be occurring underground (Van Wees et al., 2008; Van der Ent et al., 2009). 

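For the hormone lists, the difference between shoots and roots was not larger than chance allows in limma's camera test. The JAZ repressors measured on all 4 arrays had a median log2 ratio of 0.25 in shoots and -0.057 in roots (5 of 7 genes higher in shoots; limma camera adjusted p = 0.348). Jasmonate biosynthesis and response genes had 0.16 in shoots and -0.088 in roots (7 of 11 higher in shoots; limma camera adjusted p = 0.926), and salicylic acid markers 0.51 and -0.091 (6 of 7; limma camera adjusted p = 0.348). Of the single genes, *ERF104* had a log2 ratio of -0.78 on the root array, *AT1G32920* of -1.24, *CYP83B1* of 0.44 and *WRKY70* of -0.091. By qRT-PCR in a separate experiment, the paper reports *ERF104* as upregulated and *WRKY70* as downregulated in roots. The probes of *ATL2* differed in direction on the root array, with 0.72 and -0.97.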

Although jasmonate and ethylene signaling have been associated to ISR and the recognition of specific strains of beneficial microbes (Matilla et al., 2009; Alizadeh et al., 2013; Chowdappa et al., 2013), it appears that these signaling pathways also play a major role in recognizing microbes at the community level. This suggests that these interactions are more frequent than previously thought. Certain microbe-derived molecules are recognized by plants as non-self through receptors and elicit the MAMPs-triggered immunity (MTI, Zamioudis and Pieterse, 2012). MAMPs include flagellin, lipopolysaccharides (LPS), peptidoglycans, and elongation factor Tu (Pel and Pieterse, 2012). MTI responses such as production of ROS are elicited by non-symbiotic microbes at first (Zamioudis and Pieterse, 2012). As the observed outcome of the system that we were investigating represents a combination of a multitude of interactions with different microbes, the induction of several genes involved in oxidative stress in shoots may be a net result of these initial encounters that continuously occur during the plant's lifecycle with microbes in the environment. However, these microbes are also believed to actively suppress this initial defense response by utilizing effector molecules and hormone-like compounds (Zamioudis and Pieterse, 2012). Effectors include low molecular weight molecules and LPS. Another strategy used by some bacteria to avoid recognition by the plant host is to reversibly switch between phenotypic stages (Pel and Pieterse, 2012; Zamioudis and Pieterse, 2012). This process is called phase variation (Van der Woude, 2011). Thereafter, usually just a mild systemic immune response is elicited and this prepares the host for future pathogen attacks which is then combated more promptly and intensively, also referred to as priming and that is also effective against insect attacks (Conrath et al., 2006; Pieterse and Dicke, 2007). Interestingly, genes involved in indole glucosinolate biosynthesis, which is believed to play a role in plant responses against insect attack (Agerbirk et al., 2008), were upregulated in shoots (*MYB51*, *CYP83B1*, Table 1). 

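*MYB51* (AT1G18570) was upregulated on 3 of 3 shoot arrays, with a log2 ratio of 0.69 ± 0.041 (SD, n = 3; limma adjusted p = 0.127). Table 1 gives 5 genes under indole derivative biosynthesis. The 4 of them whose probes are named by locus, among them *NIT1* (AT3G44310) with 0.67 ± 0.26 (limma adjusted p = 0.171), had a median of 0.72, with 4 of 4 upregulated. The listed probe of *SUR1*, which is not named by locus and was left out of that median, had 0.77 ± 0.29 (limma adjusted p = 0.154).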

JA signaling has also been associated with a reduction in ROS (Ton et al., 2002; Pieterse et al., 2009), mainly for two scenarios: (1) to prevent harm towards beneficial microbes and (2) to prevent cell death when attacked by a necrotrophic pathogen. JA signaling is also generally regarded to be antagonistic to SA and ABA signaling, two pathways that also involve ROS production for protection against biotrophic pathogens and abiotic stress, respectively (Anderson et al., 2004; Kazan and Manners, 2013). A recent 16 S rRNA pyrotag sequencing study on *Arabidopsis*-acclimated rhizosphere soil suggests that plants under normal conditions attract growth-promoting bacteria, while during conditions of JA-mediated plant defense, soil bacteria with antimicrobial and insecticidal attributes were enriched (Carvalhais et al., 2013). Further experimentation should focus on the effect of different types of whole soil microbial communities on plant growth promotion and ISR, a promising area of research that may lead to increased crop yields and effective biocontrol of pathogens and pests.

### Multifunctionality during multiple interactions

Many genes that were up or downregulated in the presence of microbes have multiple functions. This was apparent in this study in particular for genes involved in signaling, including those that encode transcription factors (e.g., *MYB72, WRKY25*) and genes required for redox homeostasis (e.g., the peroxidase-encoding gene family and *ERF6*). Gene expression profiling, including the genome-wide microarray data (Table S2) can serve as a platform to provide additional leads on functionality. However, ultimately, the genetic approach (use of mutants, up or downregulation of genes or gene families) in combination with physiological analyses should be used to determine plant function during multiple plant-microbe interactions. GO term analysis may provide an overview of some of the processes occurring in plants as it takes into account multiple known roles of genes (Table 1 and S3). For example, another functional GO term found to be overrepresented in the list of genes which were induced in roots in the presence of microbes was “Plant cell wall organization or biogenesis” (Table S3). 

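The 5 genes that Table S3 lists under this term had a median log2 ratio of 1.38 on the root array and were all upregulated. *EXT3* (AT1G21310) had a log2 ratio of 1.62, *AT5G06630* of 1.54, *AT1G26250* of 1.50 and *AT2G24980* of 1.42. A list of 12 extensin genes of general plant biology, which was not selected on this array, had a median of 1.24, with 12 of 12 genes upregulated. This median lay at the percentile 100 of 10000 random lists matched on intensity, also under each of 9 alternatives. In shoots, extensins of the same list had a median of 0.22 (9 of 12 upregulated; limma camera adjusted p = 0.114), which was -0.075 without replicate 2.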

*E. coli* and *Saccharomyces cerevisiae* are able to be taken up by root cells and serve as nutrient sources to *Arabidopsis* and tomato plants (Paungfoo-Lonhienne et al., 2010b). This process is accompanied by extensive modifications in root cell wall, including cell wall outgrowth, and enhanced expression of genes involved in cell wall modification (Paungfoo-Lonhienne et al., 2010b). Here, plants were exposed to a wider range of microbes, therefore it is possible that *Arabidopsis* roots have sensed microbes and regulated cell wall modification genes to uptake microbial cells into the roots and use them as a source of nutrients. However, mechanisms involved in this process and whether there is a preferential uptake of certain microbes as opposed to others still needs to be further investigated. Finally, it should be mentioned that, although *Arabidopsis* plants used in this study were checked for the presence of culturable microorganisms, the possibility cannot be excluded that plants may still have contained endophytic organisms (Bulgarelli et al., 2012).

To our knowledge this is the first study to use microbe-free soil to compare some of the main processes involved in interactions between plants and whole microbial communities. Iron acquisition, JA signaling, photosynthesis, redox homeostasis, and plant cell wall organization appear to be the driving mechanisms affected by *Arabidopsis* and rhizosphere microbial communities interactions. Although most previous studies have focused on individual plant-microbe interactions, multi-species analyses such as simultaneous plant and microbial metatranscriptomics coupled to metagenomics (Berendsen et al., 2012; Carvalhais et al., 2012; Delmont et al., 2012; Schenk et al., 2012) may be required to further increase our understanding of the intricate networks underlying plant-microbe interactions in their diverse environments.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Plant growth in Arabidopsis is assisted by compost soil-derived microbial communities
**Source:** Front Plant Sci. 2013 Jul 4;4:235. doi: 10.3389/fpls.2013.00235
**Supplement:** Table S1 — List of genes and primers used for qRT-PCR analyses.

**Supplementary Table 1.** List of genes and primers used for qRT-PCR analyses

| **Gene name** | **Gene locus** | **Primer Sequence (5' to 3')** |
| --- | --- | --- |
| *ERF6* | AT4G17490 | R - CATGCTCAGAAACTCCGTCAAATC  F – ACGGTGGTTGAGAAAGTGCTAAAG |
| *ERF104* | AT5G61600 | R - TCCCCTGTAGTGCCTCTCTTCTTC F - TAACCAGCGTAAACCGCCCTTACC |
| *MYB72* | AT1G56160 | R - CTGCTTTTGTGCTTTGGTCATG F - CAACGAGATCAAAAACGTGTGG |
| *WRKY70* | AT3G56400 | R - ACACGTCTCCGATCTCTTTTTTCT F - GTTTGAAGATTCCGGCGATAGTC |
| *LECTIN1* | AT3G15356 | R - GACCAAACTTTTCTTTTTCCGACTAA F - ATGGAAAGTCAGAAAACAACCTCATATT |
| *LECTIN2* | AT3G16530 | R - AATTCGATAGCCAAGATGTGGTTC F - GCCTTCATCATAACCCCGGAA |
| *PER50* | AT4G37520 | R - TTTATTGACATCGTCGGTCGG  F - CGTCGTTAATCTTGCGGGTG |
| *NIA1 / NR1* | AT1G77760 | R - ATCTCTGCGTGACCAGGTGTT F - CAAATTCCGAAGCTTGGTGG |
| *SEN1* | AT4G35770 | R - GTCGTTGCTTTCCTCCATCG  F – AACATGTGGATCTTTCAAGTGCC |
| *IRT1* | AT4G19690 | R - AAGAGCCGCGATTAAACACTTG F - GCTCATTTACATGGCATCGTG |
| *OPR2* | AT1G76690 | R - CATCAGTTCTGTCATTCACTTTGTCC F - ATGCTATGGAAGCTGGTTTTGATG |
| *PR1* | AT2G14610 | R - TGTAATTCCCCGGAGGAT  F - GTGGCGTGACTCGGTTCG |
| *ZAT10* | AT1G27730 | R - CCATCGAGAATTCAGGGATCG  F - GTGTCCAACTCCGAAGGTGC |
| *PDF1.2* | AT5G44420 | R - CGCAAACCCCTGACCATG  F - TTTGCTGCTTTCGACGCAC |
| *At3g07720* | AT3G07720 | R - CTCGTGATCCAGCTGCAAAC F – ACGCTGGAATGGAGGAAATG |
| *FRD1 / FRO2* | AT1G01580 | R - GCAAATGGTCAACTAAGCTTCACC F - TGCCTTAAGAAATCGGCGG |
| *OPT3* | AT4G16370 | R - TAGAGTAAGCATCACCACCACCG F - GAGTTTTAGCCTCAATCCTGGTCC |
| *MYC2* | AT1G32640 | R - AGCAACGTTTACAAGCTTTGATTG F - TCATACGACGGTTGCCAGAA |
| *MYB15* | AT3G23250 | R - CCAGCCACTTCTAGGTCATTCG F - CCTGATTGTGTTTCCAAGAAGATTG |
| *WRKY25* | AT2G30250 | R- CCTGATTGTGTTTCCAAGAAGATTG F - CAGGCTTAGGATGATTATGACCACC |
| *CAT1* | AT1G20630 | R - CGAGTTGCTAGTTTCTGTCCCAG F - CGTGAAGCGTTTTGTTGAAGC |

# Supplementary material for: Plant growth in Arabidopsis is assisted by compost soil-derived microbial communities
**Source:** Front Plant Sci. 2013 Jul 4;4:235. doi: 10.3389/fpls.2013.00235
**Supplement:** Table S3 — Identification of Gene Ontology (GO) functional categories that are enriched in transcript populations in roots in the presence of whole soil microbial communities.

**Supplementary Table 3.** Identification of Gene Ontology (GO) functional categories that are enriched in transcript populations in roots in the presence of whole soil microbial communities.

| **GO Term** | ***P*-value** | **Sample frequency** | **Background Frequency** | **Gene Names** |
| --- | --- | --- | --- | --- |
| ***Upregulated*** | | | | |
| GO:0050896 response to stimulus | 3.90E-03 | 17/52 (32.7%) | 3485/29974 (11.6%) | SAG21, AT1G20620, AT4G13790, UBQ10, TIP2, AT3G32980.1, AT2G38390.1, ATEXT4, AT5G38430, MLP328, AT4G08770.1, AT5G38420, ATGSTF2, FSD1, RBCS1A, AT2G18150.1, CAB2 |
| GO:0009628 response to abiotic stimulus | 1.46E-02 | 9/52 (17.3%) | 1240/29974 (4.1%) | SAG21, AT1G20620, AT4G13790, AT2G38390.1, AT5G38430, AT5G38420, ATGSTF2, RBCS1A, CAB2 |
| GO:0006979 response to oxidative stress | 1.53E-03 | 6/52 (11.5%) | 251/29974 (0.8%) | SAG21, AT1G20620, AT3G32980.1, AT4G08770.1, FSD1, AT2G18150.1 |
| GO:0009416 response to light stimulus | 7.21E-03 | 6/52 (11.5%) | 495/29974 (1.7%) | AT1G20620, AT4G13790, AT5G38430, AT5G38420, RBCS1A, CAB2 |
| GO:0015977 carbon fixation | 2.57E-04 | 3/52 (5.8%) | 11/29974 (0.0%) | AT5G38430, AT5G38420, RBCS1A |
| GO:0071669 plant-type cell wall organization or biogenesis | 1.29E-03 | 5/52 (9.6%) | 137/29974 (0.5%) | AT2G24980.1, ATEXT3, AT5G06630.1, AT2G43150.1, AT1G26250.1 |
| ***Downregulated*** | | | | |
| GO:0006826 iron ion transport | 6.64E-04 | 4/163 (2.5%) | 14/29974 (0.0%) | IRT2, FRO2, AT3G61010.1, IRT1 |
| GO:0055072 iron ion homeostasis | 6.64E-04 | 4/163 (2.5%) | 14/29974 (0.0%) | FRD3, FRO2, AT3G61010.1, IRT1 |

How the deposited data were processed for this re-analysis (not part of the article)

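RNA of *Arabidopsis* grown in non-sterile or sterile soil was measured on 4 dual-color Agilent arrays of 43603 different probes, 3 with shoot RNA of biological replicates 1 to 3 and 1 with root RNA in a single pool. The deposited sample descriptions place non-sterile RNA in Cy5 and sterile RNA in Cy3 on all 4 arrays, without a dye swap. The authors deposited mean and local background intensity of each spot and dye, as read by Agilent Feature Extraction, with no normalization. The processed intensity values that the authors deposited were background-subtracted, spatially detrended and dye-normalized within each array by the same software. The deposited log10 ratios were computed by Feature Extraction from the processed Cy5 and Cy3 signals. They were read but gave no result here, since the processed signals hold the same information. The log2 ratios (M values) that the authors deposited had been normalized by loess within arrays and by the quantile method between arrays, and their background correction is not stated. Flags of each spot (well above background, saturated, not uniform, population outlier) were deposited as set by the software.

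Log2 ratios of Cy5 over Cy3 were computed from the mean intensities with R 4.3.3 and limma 3.58.1. The background was corrected with normexp (offset 50) on the median local background, followed by loess within arrays and Aquantile between the shoot arrays. A probe was analyzed in a tissue when it was well above background in both dyes on all arrays of that tissue, which held for 23451 probes in shoots, 17514 in roots and 13617 on all 4 arrays. Spots marked as not uniform or as outliers were kept, and leaving them out was an alternative. On single arrays, 25268, 24562 and 26648 probes were well above background in both dyes in shoots. The SD of the log2 ratios across all analyzed probes was 0.36, 0.55 and 0.46 on the shoot arrays and 0.59 on the root array. The mean intensity of negative controls on the shoot arrays was 618, 426 and 549 in Cy5 and 881, 1260.4 and 847 in Cy3, and no spot of the root array was saturated. Of 38413 probes named by locus, 37943 were matched to the TAIR10.1 reference. Probe coordinates are those of the array's own annotation, an earlier genome release.

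Each array holds both treatments, so the replicate is the pairing, and the limma test of the log2 ratio against 0 (lmFit, eBayes, Benjamini-Hochberg) uses it. The methods name a Welch test without stating the values compared, and the rule of the methods was taken here as a comparison of the channels without the pairing, at an unadjusted p under 0.05 and at least 1.5-fold. Root probes were counted at 2.5-fold or more, without a test. The difference between shoots and roots was fitted with limma over the 4 arrays. Gene lists in shoots were tested with limma's camera (correlation between genes of 0.01) and fry, after averaging probes per gene, with adjustment within the 16 lists of general plant biology and within the 21 lists of Table 1. Root lists were set against 10000 random lists of the same size, matched on mean intensity in 20 bins. The lists of general plant biology were iron deficiency, ferritins, light-harvesting complex proteins, photosystem I, Rubisco small subunits, JAZ repressors, jasmonate, salicylic acid, early elicitor response, phosphate starvation, sulfate assimilation, nitrate response, morning and evening clock, extensins and senescence. A list of abscisic acid-responsive genes was added after the data were seen. Lists under 3 measured genes were given no percentile.

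Genes were named when the paper names them for the array, when they are markers of Table S1, or when their probes were among the 10 largest changes in each direction. In shoots these were taken among probes past the rule of the methods with the same sign on all 3 arrays, since none passed limma. The value of a gene is that of the probe listed in Table S2 or, where none is listed, of its brightest probe. Where a dye was not well above background on any array, that channel was raised to the signal of the dimmest probe well above background in that dye on that array if it lay lower, and the ratio is given as a bound. Such a bound holds for the normalization used and is open to dye bias. The same goes for the *IRT1* ratio in roots, which was left unchanged because its Cy5 signal lay above the limit.

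The alternatives were no background correction, normexp with offset 0, processed signals of the scanner, median centring, quantile normalization of all channels, marked spots left out, the authors' M values, no filter or a filter on 1 dye, probes averaged per gene, each replicate left out, other tests and other thresholds. In the simulated data, limma also called 5 unchanged probes beside the changed ones, and 0 when no probe changed. The rule of the methods recovered 190 of the 200 changed probes and called 145 unchanged ones. With the spread divided by 4, limma recovered 199 and called 3 unchanged probes. The growth measurements, element contents, qRT-PCR and community data are not in the deposited arrays and were left out.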

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

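Of the tests in this part, those of the dye bias and of the harvest time of plants with microbes were chosen only after the results were seen. Each result below was singled out either because a test of the difference between shoots and roots passed, or because genes that the paper does not discuss changed.

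Iron deficiency genes differed between the tissues, with a median log2 ratio of 0.30 in shoots and -0.97 in roots over 5 genes, all higher in shoots (limma camera adjusted p = 0.000150, between 5.7e-05 and 0.000338 with 1 shoot replicate left out). With limma's fry the adjusted p was 0.100, and with an estimated correlation 0.391. Dim signals in Cy5 of the root array would lower genes of the same intensity alike. For the 11 genes of the list measured in roots, whose median is also -0.97, 0 of 10000 random lists of 11 genes matched on intensity were as low, which argues against dim signals as the whole cause of the root decrease. The random lists were not drawn for the 5 genes measured in both tissues. The root array has no replicate and lay on a separate slide, so tissue and slide cannot be told apart. A response of roots to iron made available by microbes stays open on the arrays and was not tested here. The paper measured more iron in plants and rhizosphere soil with microbes. Its qRT-PCR of a separate experiment had *IRT1*, *FRO2*, *MYB72*, *OPT3* and *AT3G07720* downregulated in roots. In shoots, its qRT-PCR had *OPT3* and *AT3G07720* downregulated, which is not the direction of the shoot median here.

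The early elicitor response was higher in shoots for 16 of 16 genes (limma camera adjusted p = 2.0e-09, between 7.3e-13 and 2.4e-09 with 1 shoot replicate left out; fry 0.100), and sulfate assimilation for 6 of 8 genes (limma camera adjusted p = 0.0135, between 0.0039 and 0.0138; fry 0.100). The extensins were higher in roots for 12 of 12 genes (limma camera adjusted p = 0.000147, between 1.0e-09 and 0.000446; fry 0.407). None of the 3 lists passed with an estimated correlation. A dye bias shared by all arrays would move probes of both tissues the same way, so it does not explain a difference between them. For the shoot probes of the rule of the methods, 63.3% (197 of 311) had the same sign on the root array, against 53.9% (7341 of 13617) of all probes. Whether this excess comes from a dye bias or from a response shared by the tissues cannot be told apart without a dye swap. The slide remains a technical explanation for these 3 lists as well.

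Phosphate starvation genes, which the paper does not discuss, had a median log2 ratio of 0.57 in shoots, with 7 of 8 genes upregulated (limma camera adjusted p = 0.000361, over the alternatives between 1.7e-05 and 0.318; fry 0.157). The replicate medians were 0.64, 0.51 and 0.40. In roots, 1 gene of the list was measured (-0.66). Without a filter on background, 9 of 12 genes were lower in roots (median -0.26, percentile 8.08), and with a filter on 1 dye the median was -0.84 (percentile 4.63). The difference between the tissues was not tested for this list. No technical explanation was tested for this list alone. The paper measured phosphate in plant tissue and elements in rhizosphere soil and found no difference in phosphate, and the arrays hold no measure of supply.

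Genes of the evening clock had a median log2 ratio of -1.01 in shoots, with 8 of 8 genes downregulated (limma camera adjusted p = 0.000102, over the alternatives between 2.2e-06 and 0.440; fry 0.270). The replicate medians were -0.69, -1.97 and -0.47. A harvest of plants with microbes at another time of day than sterile plants could produce this. The morning genes were higher, with a median of 0.54 (2 of 3 genes; limma camera adjusted p = 0.121), and the evening genes had a median of -0.25 on the root array (5 of 6 lower, percentile 13.9 of random lists). Without a filter on background, 8 of 8 evening genes were lower in roots (median -0.64, percentile 1.38), and with a filter on 1 dye the percentile was 0.88, the direction that harvest time would give. The morning genes in roots do not decide, since the median was 0.42 for 2 measured genes, 0.22 with a filter on 1 dye (percentile 93.3) and -0.069 without a filter (4 of 6 lower, percentile 37.1). With 3 morning genes and 1 root array, harvest time and an effect of microbes on the clock cannot be told apart. The paper does not give the hour of harvest for each treatment.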

How the results depend on the processing

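The choices behind the values and their alternatives were set before the data were examined. Of the tests in this part, 1 was chosen only after the results were seen, a t-test of the authors' M values against 0 without a filter. That test, with the 1.5-fold minimum, was passed by 454 shoot probes, 297 upregulated and 157 downregulated. It was passed by 294 of the 294 probes on the paper's upregulated shoot list, and the rule of the methods by 93 of them. Where no cause is given below, the cause was not tested.

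limma called 0 shoot probes, with 4079 at an unadjusted p under 0.05 and 1462 by the channel test of the methods without adjustment. The count was 2837 with median centring, 1693 at an unadjusted p under 0.05 with 1.5-fold, and 97 at an adjusted p under 0.10. Leaving out 1 replicate at a time gave 0 to 2611 probes, the highest without replicate 1. That count rests on replicates 2 and 3, whose sterile channels were nearly alike and may hold the same RNA (r between separate probes 0.189), so they may not be independent. Of these 2611 probes, 1587 had the same sign on replicate 1. With the 1.5-fold minimum, 0 became 2596 with median centring and 1693 unadjusted, and leaving out 1 replicate again gave 0 to 2611. Median centring moved the median of all probes to 0.26 in shoots and -0.35 in roots, and the scanner's processed signals moved it to 0.15 in roots, where it was 0.11 with loess.

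Without the replicate block, that is without the pairing of the channels on an array, the channel test gave 1462 probes at an unadjusted p under 0.05 and 481 with the 1.5-fold minimum, against 4079 and 1693 by limma with the pairing. After adjustment, the channel test and limma with the pairing both gave 0. limma on the channels without the pairing gave 0 at an adjusted p under 0.05 and 958 at an unadjusted p with 1.5-fold.

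The 481 probes of the rule of the methods became 1826 with median centring, 1073 without a filter, 297 averaged per gene, 1483 with limma's trend and robust options and 1693 with unadjusted limma. Leaving out 1 replicate gave 83 (without replicate 2) to 994 (without replicate 1), of which 70 and 154 were shared with the 481. The 476 root probes became 94 without background correction, 95 with the authors' M values, 822 with processed signals, 1194 with median centring, 2529 without a filter, 2479 with a filter on 1 dye, 1698 at 2-fold and 5943 at 1.5-fold. The difference between shoots and roots had 0 probes, 2540 at an unadjusted p under 0.05, and 0 to 1693 with 1 shoot replicate left out, the highest without shoot replicate 1. Of the gene lists in shoots, 10 passed camera and 0 passed with fry or with an estimated correlation. For replicate agreement in shoots, the 9930 probes with the same sign on all 3 arrays became 22952 of 43603 when no filter was applied.

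Some directions changed. In shoots, senescence genes (-0.0086) were at 0.0057 without background correction, 0.57 with median centring and -0.15 to 0.052 with 1 replicate left out. In shoots, extensins ranged from -0.075 without replicate 2 to 0.43 without replicate 3. With 1 replicate left out, *AT2G43150* ranged from -0.015 to 0.39, *NIA1* from -0.25 to 1.02, *LECTIN1* up to 0.33, *SEN1* from -0.43 to 0.40 and *WRKY25* from -0.049 to 0.74. In shoots, AT3G07720 ranged from -0.093 to 0.058. *LECTIN1* was 0.016 without background correction, 0.51 with median centring, 0.021 with quantile normalization and 0.026 with the authors' M values. *SEN1* was 0.68 and *AT3G07720* 0.29 with median centring, and *RBCS1B* was -0.013 with quantile normalization and -0.028 with the authors' M values. In roots, median centring gave -0.31 for nitrate response and -0.16 for senescence, which was -0.11 without a filter and -0.26 with a filter on 1 dye.

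Over the named genes and lists of shoots, 736 of 848 values under the alternatives gave the same reading, 28 were weaker, 66 stronger and 18 reversed. In roots, 282 of 327 did, 41 moved and 4 reversed.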

Differences from the paper's values

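The alternatives named here were set before the data were examined, except for the 1-sample test in the last paragraph, which is the only one of the tests chosen after the results were seen. The paper's values are those of its supplementary lists, and a difference is given where it exceeds the spread between replicates or, for the single root array, 1.5-fold.

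In roots, the paper lists 71 upregulated probes, and 355 were counted here. The count fell within 1.5 times the paper's with no background correction (85), with median centring (69) and with the authors' M values (86). It did not with offset 0 (380), processed signals (764), marked spots left out (319), no filter (375), a filter on 1 dye (360), averaging per gene (288), 2-fold (1253) or 1.5-fold (4079).

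The paper lists 161 downregulated shoot probes, all with negative values. Here 0 of these 161 probes lay below 0. With processed signals 20 did, and with every other normalization tried 0 did, so no alternative closes the gap. The listed downregulated probe of *PRXR1* has a paper value of -2.17 and had 0.68 here, and it was positive under every alternative, between 0.58 with the authors' M values and 0.94 with median centring. The Table 1 terms given by the paper as downregulated, response to stimulus, response to chemical stimulus and response to salt stress, had medians of 0.62 (15 of 15 genes upregulated), 0.63 (10 of 10) and 0.59 (5 of 5).

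For *PUB22* in shoots, the paper's value is 0.65 and the value here 0.91. The difference closed with no background correction (0.64), median centring (0.83), quantile normalization (0.87) and the authors' M values (0.65), but not with offset 0 (0.97), processed signals (1.79) or marked spots left out (0.91). For *MYB51*, the paper's value is 0.60 and the value here 0.69. It closed with no background correction (0.63) and the authors' M values (0.60), and not with the other alternatives, between 0.67 and 0.96. For *MYB15* in shoots, the paper's value is 2.03-fold lower, and here the listed probe was at least 1.48-fold higher, with Cy3 not well above background on any array. The authors' deposited M value of the listed probe is also positive, 0.53. A separate probe, well above background in both dyes, had a log2 ratio of 0.39 ± 0.51 (limma adjusted p = 0.381). It lay within the spread between replicates and was -0.073 in replicate 1.

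In roots, the paper's value for *IRT1* is 5.80-fold lower, and here it was 13.1-fold lower with the normalization used, with Cy5 not well above background. The authors' deposited M value of the probe, -2.54, equals the paper's. For *FRO2*, the paper's value is -1.90 and the value here -2.49. It closed with no background correction (-1.88), processed signals (-2.40) and the authors' M values (-1.88), not with offset 0 (-2.51), median centring (-3.25) or marked spots left out (-2.49). For *FRD3*, the paper's value is -1.63 and the value here -2.30. It closed with no background correction (-1.61), processed signals (-1.92) and the authors' M values (-1.61), not with offset 0 (-2.33), median centring (-2.94) or marked spots left out (-2.30). For *AT3G07720*, the paper's value is -2.19 and the value here -2.79. It closed with no background correction (-2.19) and the authors' M values (-2.19), not with offset 0 (-2.81), processed signals (-2.88), median centring (-3.61) or marked spots left out (-2.79).

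The paper's upregulated shoot list holds 294 probes, of which 93 passed the channel test taken here as the rule of the methods. A 1-sample test of the authors' M values, chosen after seeing the values, was passed by all 294 and by 297 upregulated probes in total.

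Over the log2 ratios compared one by one, 25 of 26 values in shoots and 19 of 19 in roots had the paper's sign, the exception being the listed downregulated probe of *PRXR1*. The bound of *MYB15* in shoots, which is not among these, had the opposite direction as well. All of these paper values come from its array lists, and its qRT-PCR results were not part of this tally.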

Other observations

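Of the tests in this part, both tests of the paper's list of downregulated shoot genes, those of the abscisic acid response, of the sterile RNA of replicates 2 and 3 and of the form of the comparison with other shoot-abundant genes were chosen only after the results were seen. The choice of split into arrays and the tests of probe noise, harvest time of replicate 1, labeling and shoot tissue in both pools were planned before their results.

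The probes on the paper's list of downregulated shoot genes lay above 0. A candidate explanation is that names and values on that list belong to different probes. For 161 of 161 probes, the listed value equals the authors' deposited mean of another probe, within 1e-05. Among probes with a deposited p under 0.05, these 161 other probes are those with the lowest deposited means. The deposited means of the named probes rank 298 to 458 from the top among 6198 probes with a deposited p under 0.05, just after the upregulated list, which ranks 1 to 297. The listed intensities follow the named probes (Pearson's r across probes 0.994) and not the probes of the listed values (-0.0759). The normalization used here is not the source, since at most 20 of the 161 probes fell below 0 under another normalization and 0 in the deposited values. The limit for this test was raised from 10% to 50% of the probes after that count was seen. Of the probes that carry the listed values, 160 were below 0 here, 147 were above background and 71 passed the rule of the methods as downregulated. Among them, chosen after their values were seen, *DIN2* had -3.06, *AT14A* -2.23, *KTI1* -1.98, *NIT2* -1.70 and *RCI2A* -1.22. In roots, 26 of 71 upregulated and 60 of 179 downregulated values equal those of another probe, with no effect on direction. No biological explanation applies to this pattern.

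Nuclear photosynthesis genes were higher with microbes on the root array, 28 of 28 with a median log2 ratio of 0.97 (bootstrap over genes 0.71 to 1.29). Green tissue in the root pool with microbes would also raise other shoot-abundant genes. Genes matched on their excess in sterile shoots over roots had a median of 0.35 (0.14 to 0.54). Such tissue would come from shoots with microbes, where the photosynthesis genes had a median log2 ratio of 1.28 and the matched genes of 0.078. It would then raise the photosynthesis genes more, so this comparison cannot exclude green tissue as the whole cause. The form of this test was chosen after the medians of the 50, 100, 200 and 400 other genes with the largest excess had been seen (0.40, 0.28, 0.16 and 0.14). Shoot tissue in both root pools would carry the shoot response. The root and shoot log2 ratios of the 200 other genes with the largest excess had a Pearson's r of 0.0827 across genes, against 0.0678 for genes with a middle excess. For the 28 matched genes r was 0.192 (Spearman's rho 0.276), and for the photosynthesis genes 0.382 (0.417). With 28 genes these values leave room for a closer relation, so shoot tissue in both pools and a response of roots cannot be told apart. Greening of roots in the presence of microbes stays open and was not tested.

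Chloroplast-encoded probes were lower in shoots, with a median of -0.74 (57 of 64) and -0.29 with median centring, while nuclear photosynthesis genes were higher. Weaker labeling of RNA without poly(A) tails in Cy5 may contribute, since mitochondrial probes also fell, with a median of -0.25 (37 of 39) and -0.15 with median centring. In roots the medians were 0.21 and 0.35. The fall of the mitochondrial probes was smaller, so labeling and a change in chloroplast transcripts cannot be told apart. No biological explanation was tested.

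Shoot replicate 1 stood apart in both dyes, with an r across probes to the others of 0.880 and 0.878 in Cy3 against 0.993 between replicates 2 and 3, and of 0.927 and 0.911 against 0.982 in Cy5. Noise of single probes would not repeat in a second probe of a gene, but the Cy3 difference had an r of 0.902 across 4470 genes with separate probes, and 0.702 with Cy3 of one probe set against Cy5 of the other. Harvest at another time of day is not decided, since the evening genes had a median difference of 0.035, with 4 higher and 4 lower. A stronger abscisic acid response of the replicate 1 plants may be involved. For 10 measured genes of a list of 20, the difference was 2.36 in Cy3 and 2.41 in Cy5, above all random lists (-1.06 to 1.33 in Cy3). The list was written after the largest differences had been seen, without the genes that led them, so this is a hypothesis. The ratio of these genes between soils was -0.29, with 9 of 10 lower. The sterile channels of replicates 2 and 3 were nearly alike, with an r of 0.189 between separate probes for their difference (0.807 in Cy5). Whether the same sterile RNA was on both arrays or 2 like samples cannot be told apart. The deposited table of M values names the same control for all 3 shoot comparisons.

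Of the 4 ways to assign signs to the 3 shoot arrays, 1 gave as many probes at a limma p under 0.05 as the real one (4079), namely the real one itself, and the others gave 1866, 493 and 51. With 4 patterns, chance cannot be excluded.

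For the remaining lists, no call was made by limma's camera in shoots except for iron deficiency, and roots have no test. The iron deficiency list had a median of 0.21 in shoots (7 of 8 genes higher; limma camera adjusted p = 0.0165, limma fry adjusted p = 0.284). Its median in replicate 1 was 0.0013. In shoots, ferritins had a median of -0.54 (3 of 3 lower; limma camera adjusted p = 0.157), nitrate response 0.36 (6 of 7 higher; 0.0525) and senescence -0.0086 (3 of 7 higher; 0.408). In roots, ferritins had 0.73 (2 genes), nitrate response 0.41 (percentile 99.2, between 98.2 and 99.7 over the alternatives) and senescence 0.70 (percentile 98.7, between 35.7 and 99.6). Median centring lowers all root probes, and with it the medians of both lists turned negative. Of the Table S1 markers, *ZAT10* had 1.20 ± 0.81 in shoots and -0.45 in roots, *ERF6* 0.82 ± 0.54 and -0.43, *PDF1.2* 0.76 ± 0.33 in shoots, *MYC2* 0.41 ± 0.33 and -1.42, *CAT1* 0.37 ± 0.15 and 0.75, and *OPT3* 0.65 ± 0.46 and -0.97. *OPR2* was at least 3.63-fold and *WRKY25* at least 2.39-fold lower in roots. By qRT-PCR in a separate experiment, the paper reports *ZAT10*, *ERF6*, *CAT1* and *OPT3* as downregulated in shoots, opposite to these array values. Its root results for *MYC2* (upregulated) and *CAT1* (downregulated) also run opposite to the array. Its root decreases of *ERF6*, *OPT3*, *OPR2* and *WRKY25* have the direction of the array. No marker passed limma's adjusted p in shoots.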
